# Loss of miR-210 leads to progressive retinal degeneration in *Drosophila melanogaster*

**DOI:** 10.26508/lsa.201800149

**Published:** 2019-01-22

**Authors:** Carina M Weigelt, Oliver Hahn, Katharina Arlt, Matthias Gruhn, Annika J Jahn, Jacqueline Eßer, Jennifer A Werner, Corinna Klein, Ansgar Büschges, Sebastian Grönke, Linda Partridge

## Abstract

miRNAs are small, non-coding RNAs that regulate gene expression post-transcriptionally. We used small RNA sequencing to identify tissue-specific miRNAs in the adult brain, thorax, gut, and fat body of *Drosophila melanogaster*. One of the most brain-specific miRNAs that we identified was miR-210, an evolutionarily highly conserved miRNA implicated in the regulation of hypoxia in mammals. In *Drosophila*, we show that miR-210 is specifically expressed in sensory organs, including photoreceptors. miR-210 knockout mutants are not sensitive toward hypoxia but show progressive degradation of photoreceptor cells, accompanied by decreased photoreceptor potential, demonstrating an important function of miR-210 in photoreceptor maintenance and survival.

## Abstract (precis)

Depletion of miRNA-210 disrupts photoreceptor integrity and visual function in *Drosophila melanogaster*.

## Introduction

miRNAs are small, non-coding RNAs of approximately 22 nucleotides that regulate gene expression post-transcriptionally. miRNAs bind their targets by complementary seed matches in the 3′-UTR of mRNAs. Regulation of mRNA expression by miRNAs occurs through two different post-transcriptional mechanisms: mRNA cleavage or translational repression (Bartel, 2009). miRNAs are often expressed in a specific cell type associated with their function. For example, miR-124 is brain specifically expressed and plays a role in brain function in diverse species ranging from *Caenorhabditis elegans* and *Drosophila* to mammals (Kapsimali et al, 2007; Clark et al, 2010; Weng & Cohen, 2012). Hence, identification of tissue-specific miRNAs is crucial to understand their function. Previous studies have analysed miRNA expression pattern in whole bodies, heads, and ovaries/testes of *Drosophila* (Fagegaltier et al, 2014) and during *Drosophila* development (Aboobaker et al, 2005). More recently, FlyAtlas2 included also miRNA expression in certain tissues (Leader et al, 2018), but little is known about distribution of miRNAs in metabolically important adult *Drosophila* tissues such as brain, muscles, fat body, and gut.

In this study, we used next-generation sequencing of small RNAs to identify tissue-specific miRNAs in adult brain, thorax, gut, and fat body tissues of 10 d old, wild-type *Drosophila* flies. We identified many brain-specific miRNAs, including the highly evolutionarily conserved miR-210. miR-210 has been intensively studied in the context of the response to hypoxia in mammalian cell culture (Camps et al, 2008; Fasanaro et al, 2008; Giannakakis et al, 2008; Pulkkinen et al, 2008; Chan et al, 2009; Huang et al, 2009). Furthermore, several mouse studies have verified that miR-210 is also up-regulated in hypoxic conditions in vivo in models for ischemia or pulmonary hypertension (Pulkkinen et al, 2008; Zaccagnini et al, 2014; White et al, 2015). Recently, several studies linked miR-210 to the circadian clock in *Drosophila*, as it is up-regulated in *cyc*^*01*^ mutants, which have an impaired circadian clock (Yang et al, 2008). Furthermore, overexpression of miR-210 affected circadian locomotor activity in *Drosophila* (Cusumano et al, 2018; You et al, 2018).

We have found that miR-210 is specifically expressed in photoreceptors, ocelli, and the antennal lobes. Loss of miR-210 led to progressive loss of photoreceptor integrity, accompanied by reduced photoreceptor function as measured by electroretinography. Furthermore, we used RNA sequencing to identify putative miR-210 target genes. Altogether, we have produced an expression atlas for miRNAs in adult *Drosophila* tissues, and we describe a novel function for miR-210 in vivo in photoreceptor maintenance.

## Results

### Identification of tissue-specific miRNAs by small RNA sequencing

To generate a *Drosophila* miRNA expression atlas for adult tissues, we used next-generation sequencing on dissected brain, thorax, gut, and fat body of 10-d-old, female wild-type flies (n = 3) (Supplemental Data 1). 

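Brain, thorax, gut and fat body were each represented by 3 small RNA libraries from wDah flies, the white Dahomey wild-type stock. According to the methods, the thorax was taken without the gut, the fat body was the abdomen without the gut and ovaries, and the gut was the midgut without the Malpighian tubules. Small RNA was selected on a gel and sequenced from 1 end, and miRNA reads were identified with miRDeep. The authors deposited raw read counts for each mature miRNA. The libraries held 16537126 to 16798025 counts in brain (median 16668567), 9519544 to 9841880 in thorax (median 9681863) and 12476018 to 23261153 in fat body (median 13754973). The 3 gut libraries held 986198, 7081807 and 5479229 counts, so that single reads weigh most in gut replicate 1. Counts scaled to the library total (CPM) were averaged over the 3 libraries of a tissue. The tissue-specificity score was taken as the information content of the 4 tissue means, which is 0 for equal expression and 2 for expression in a single tissue. Names with at least 10 counts over the 12 libraries were scored, and a score above 1 was called tissue-specific. The range of each score was taken over the 81 ways of choosing 1 library per tissue, leaving out choices in which the miRNA had no count. Independently of the score, tissues were compared with edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment. The score and the minimum follow the paper, which does not state the normalization behind its score or how the minimum read number was applied across libraries. The sources used do not say whether the 3 samples of a group came from separate flies or dissections, so p-values here and for the head libraries measure only the spread between these samples, which may be technical.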

We evaluated tissue specificity of single miRNAs by a tissue specificity score, similar to a previous approach to identify tissue-specific miRNAs in mammals (Landgraf et al, 2007). 

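Brain held the largest group of tissue-specific miRNAs, with 49 names above a score of 1, followed by 23 in gut, 14 in fat body and 3 in thorax. Together these were 89 of the 302 scored names, or 29.5%. The table lists 426 mature miRNAs, of which 369 had at least 1 count. For 66 of the 89, the score stayed above 1 in every one of the 81 choices in which the miRNA had a count, whichever tissue was highest. Choices without a count gave no score and were passed over, so for rare names such as miR-989-5p this says little. With edgeR, 60 miRNAs were higher in brain than in each other tissue, 35 in gut, 22 in fat body and 13 in thorax at an adjusted p under 0.05. Of the 89, 76 passed this test in the same tissue, namely 45 for brain, 21 for gut, 7 for fat body and 3 for thorax. The fat body count was 7 without fat body replicate 1. The thorax count was 1 without thorax replicate 2, 5 without fat body replicate 1 and 0 when 10 counts were required in at least 1 library.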

Of the total 184 detected miRNAs, 75 showed a highly tissue-specific expression pattern (Fig 1A), with 44 brain-specific, 21 gut-specific, and 10 fat body–specific miRNAs. 

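The 5 highest brain scores belonged to miR-4982-3p (2.00), miR-4916-3p (1.91), miR-981-5p (1.89), miR-315-5p (1.87) and miR-969-5p (1.87). With 1 CPM added to each tissue mean, all but miR-315-5p fell under the threshold of 1, to 0.01, 0.47 and 0.97 for the first 3 and 0.52 for miR-969-5p. Of the 5, miR-315-5p was abundant, at 4241 ± 104 CPM (SD, n = 3) in brain, 33.0 ± 50.8 in gut and 22.5 ± 2.93 in thorax. The gut mean came mostly from replicate 2, at 91.6 CPM, against 3.04 and 4.20 in replicates 1 and 3. This miRNA was higher in brain than in each other tissue, with a smallest log2 fold change of 6.81 (adjusted p = 3.26e-04, edgeR). At the other end, miR-4982-3p was counted in brain alone, at 0.340 ± 0.0930 CPM. The level of miR-981-5p was 11.8 ± 1.30 CPM and that of miR-4916-3p 4.22 ± 0.297 CPM in brain. Brain names made up 55.1% of all names above the threshold.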

Most miRNAs with tissue-specific expression were preferentially expressed in the brain. 

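The neuronal miRNA miR-124 was concentrated in brain on both arms. Its 3p arm stood at 102 ± 6.22 CPM (SD, n = 3) in brain, 1.93 ± 0.150 in thorax, 3.87 ± 6.08 in gut and 0.0287 in fat body. The score of this arm was 1.64 (range 1.39 to 1.88). The 5p arm stood at 124 ± 31.4 CPM in brain and scored 1.74. The smallest difference of the 3p arm was against gut, with a log2 fold change of 4.62 (standard error 0.840, adjusted p = 0.000442, edgeR), and against thorax it was 4.97 (standard error 0.850). The gut mean came mostly from replicate 2, at 10.9 CPM, against 0 and 0.730 in replicates 1 and 3, both under the thorax mean, so gut as the nearest tissue rests on 1 library.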

Our RNA sequencing approach verified the expression pattern of several well-studied miRNAs, for example, miR-124, which is highly brain-specific from worms to mammals and plays an important role in neuronal development and function (Kapsimali et al, 2007; Clark et al, 2010; Weng & Cohen, 2012). Moreover, our analysis also revealed tissue-specific expression of several less-studied miRNAs, indicating a potential function for them. For example, miR-958 was the most gut-specific miRNA detected in our study, and initial studies have linked miR-958 to the *Drosophila* innate immune system (Li et al, 2017). 

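In the gut, both arms of miR-956 scored highly, at 1.90 for the 3p arm and 1.89 for the 5p arm. The 3p arm reached 130198 ± 102348 CPM (SD, n = 3) in gut against 879 ± 169.7 in fat body, and its spread between gut libraries was nearly as large as its mean. In the fat body, miR-1015-3p stood at 228 ± 21.9 CPM (score 1.61) and miR-2494-5p at 15.9 ± 3.78 CPM (score 1.85). Each was higher in the fat body than in each other tissue (adjusted p = 1.14e-04 for miR-1015-3p and 6.30e-04 for miR-2494-5p, edgeR). The fat body score of miR-989-3p was 1.72, with a range of 0.17 to 1.92 over the choices of libraries. The 5p arm of the same miRNA scored 1.43 at 0.129 CPM and was not called by edgeR. From the tissue-specific pattern, the paper proposes that such little-studied miRNAs may have a function.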

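Of the scored miRNAs with their largest share in gut, miR-958-3p had the highest score, 1.98 (range 1.93 to 1.99). It stood at 10501 ± 4261 CPM (SD, n = 3) in gut, which was 99.8% of the sum of the 4 tissue means. Thorax held 9.69 ± 11.3 CPM, fat body 6.76 ± 3.80 and brain 3.26 ± 2.12. Against thorax, the nearest tissue, the log2 fold change was 9.47 (standard error 1.09, adjusted p = 2.27e-05, edgeR). The 5p arm scored 1.96 at 1763 ± 1779 CPM in gut, where its SD exceeded its mean.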

Our results suggest that the gut-specific miR-958 might contribute to the gut-specific responses to bacterial infection. Another interesting gut-specific miRNA is miR-314, which has been previously studied in the midgut upon exposure to xenobiotics (Chandra et al, 2015), verifying that miR-314 indeed plays an important function in the gut. 

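Levels of miR-314-3p were 9135 ± 2269.9 CPM (SD, n = 3) in gut, 70.7 ± 9.18 in fat body, 10.8 ± 7.05 in thorax and 6.26 ± 3.80 in brain. Its score was 1.91 (range 1.88 to 1.94). The gut level exceeded that of fat body by a log2 fold change of 6.61 (standard error 0.635, adjusted p = 4.53e-06, edgeR). The 5p arm stood at 199 ± 17.2 CPM in gut, with a score of 1.85.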

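In the thorax, which is mostly flight and leg muscle, miR-1-3p was the most abundant miRNA, with 33.8% of the counts. It stood at 338312 ± 32216 CPM (SD, n = 3) in thorax, 71466 ± 3744 in fat body, 56112 ± 22622 in gut and 1553 ± 144 in brain. Against fat body the log2 fold change was 2.57 (standard error 0.263, adjusted p = 2.96e-05, edgeR), and against brain it was 8.51 (standard error 0.345). Its score was 0.85 (range 0.72 to 0.99). With CPM from TMM or DESeq2 size factors the score of miR-1-3p was 1.03 or 1.09. The highest scores under the threshold with the largest share in thorax were those of miR-993-5p, at 103 ± 18.2 CPM and a score of 0.95, and miR-993-3p, at 911 ± 80.4 CPM and 0.92. The miR-993-5p score passed 1 in 5 of 23 other settings, up to 1.13 with TMM and 1.01 without gut replicate 2, and miR-993-3p was not called higher in thorax than in brain (adjusted p = 0.267, edgeR). Scores above 1 were found for miR-3641-5p (1.57), miR-4968-5p (1.29) and miR-3641-3p (1.04), at thorax means of 0.481, 0.382 and 0.758 CPM. No score above 1 was left in the thorax when 10 counts were required in at least 1 library.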

No miRNA reached the tissue-specificity threshold in the thorax, but we identified several miRNAs that were at least enriched in the thorax, including the well-studied miR-1, which is specifically expressed in muscle from worms to humans (Kwon et al, 2005; Sokol & Ambros, 2005; Zhao et al, 2005; Chen et al, 2006; Simon et al, 2008).

**Figure 1.**
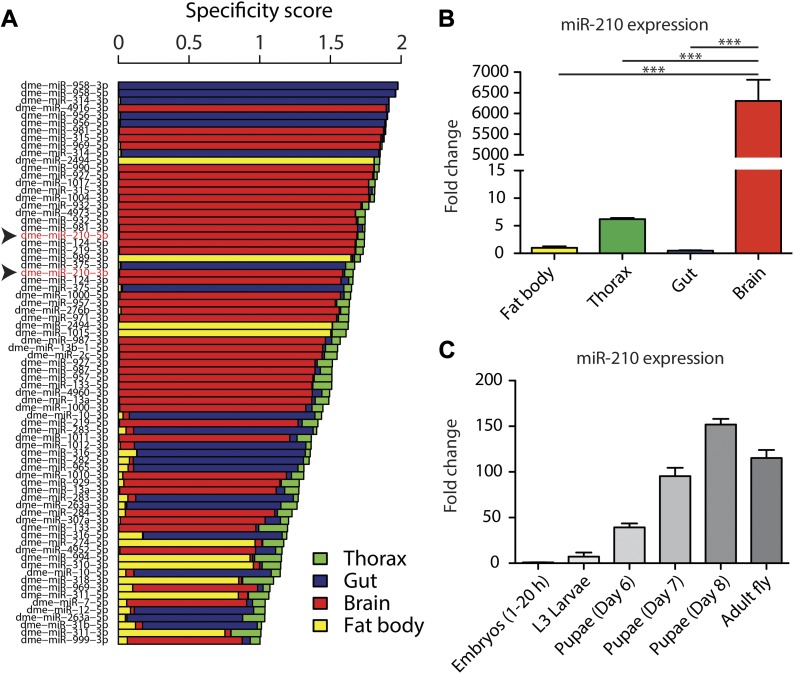
Tissue-specific expression atlas of miRNAs in adult *Drosophila*. **(A)** Small RNA sequencing of brain, thorax, gut, and fat body tissue of 10-d-old, female, wild-type flies revealed tissue-specific miRNAs (*n* = 3). Top 50 tissue-specific miRNAs are shown (red = brain, green = thorax, blue = gut, and yellow = fat body). **(B)** qRT-PCR verified that miR-210 is highly brain specifically expressed in 10-d-old, female, wild-type flies (***P < 0.001; one-way ANOVA, *n* = 3). **(C)** miR-210 was lowly expressed during embryonic and larval development and increased in expression at late pupal stages and in adult flies. Up to 20-h-old embryos and wandering L3 larvae were used. We used whole animals for this experiment (*n* = 3).

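The most abundant miRNA differed between tissues. It was miR-276a-3p in brain (39.6% of counts), miR-10-3p in gut (14.4%) and miR-8-3p in fat body (28.3%). Abundance and specificity went apart for miR-276a-3p, which scored 0.25. It was also at 226007 ± 24276 CPM (SD, n = 3) in fat body and 206191 ± 8940 in thorax. The gut miRNA miR-10-3p scored 1.44 and the fat body miRNA miR-8-3p 0.64. With raw counts summed over libraries, the miR-10-3p score was 0.745, under the threshold of 1. One fat body library stood apart: miR-318-3p was at 5951 CPM in fat body replicate 1, which is 102-fold the mean of fat body replicates 2 and 3.

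**Figure D1:**
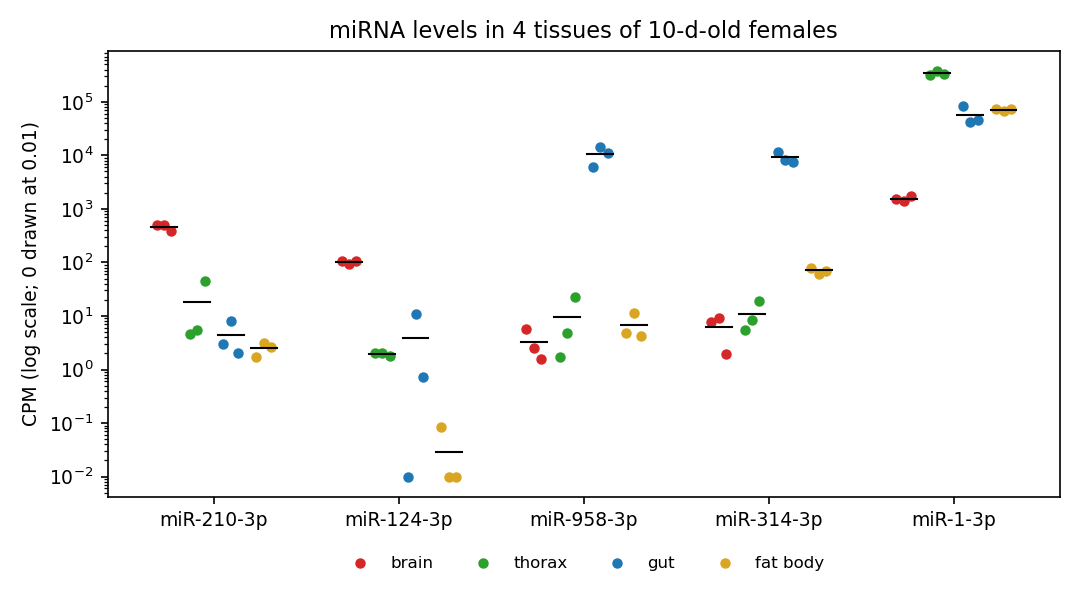
CPM per library of miRNAs named in the text in the 4 tissues, on a log axis, with 3 libraries per tissue as points and the mean as a bar. The brain libraries of miR-210-3p lie above those of the other tissues.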

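Both arms of miR-210 were concentrated in brain. The 3p arm stood at 463 ± 66.6 CPM (SD, n = 3) in brain, 18.3 ± 23.0 in thorax, 4.32 ± 3.15 in gut and 2.49 ± 0.712 in fat body. The 5p arm reached 20.1 ± 12.2 CPM in brain, which was 96.3% of the sum of its 4 tissue means. Scores were 1.65 (range 1.34 to 1.86) for the 3p arm and 1.73 (range 1.07 to 1.90) for the 5p arm. Against thorax, the nearest tissue, the log2 fold change was 4.00 for the 3p arm (standard error 0.780, adjusted p = 0.00101, edgeR) and 4.36 for the 5p arm (standard error 0.728, adjusted p = 0.000387). The thorax mean of the 3p arm came mostly from replicate 3, at 44.9 CPM, against 4.57 and 5.46 in replicates 1 and 2, so the size of its fold change rests largely on 1 library. Without that library the miR-210-3p information score was 1.79. In Dm6 the hairpin lies between genes on the X chromosome, from 18128219 to 18128318 on the plus strand. The annotated 3p arm runs from 18128270 to 18128292 and the 5p arm from 18128234 to 18128256.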

Among the tissue-specific miRNAs, we identified the highly expressed and probably active dme-miR-210-3p and the lower expressed dme-miR-210-5p*, which were both specifically expressed in the brain. MiR-210 is an evolutionarily highly conserved miRNA that in mammals has been implicated in response to hypoxic conditions. However, a function for miR-210 in the brain is currently unknown. Thus, we decided to further investigate the role of miR-210 in the fly brain. We first verified the brain-specific expression pattern of miR-210 by miRNA quantitative real-time PCR (qRT-PCR) (***P < 0.001 brain versus fat body/thorax/gut, n = 3) (Fig 1B) and found that miR-210 was only weakly expressed during development but was activated during late pupal stages and maintained active in adult flies (n = 3) (Fig 1C). The brain-specific expression of miR-210 in adult flies suggests that it might have a specific role in the maintenance of adult brain function.

### miR-210 function is not essential for survival under hypoxic conditions in flies

In mammals, miR-210 expression is up-regulated under hypoxia by the transcription factor HIF-1α (Camps et al, 2008; Fasanaro et al, 2008; Pulkkinen et al, 2008). The hypoxia pathway, including HIF-1α, is highly conserved between flies and mammals (Lavista-Llanos et al, 2002), but it is currently unclear if miR-210 is also involved in the response to hypoxia in flies. Therefore, we used qRT-PCR to measure whether miR-210 is also induced by hypoxia in adult flies. However, miR-210 expression was not induced when flies were exposed to 6 h of 2.5% O_2_ (Fig S1A), which was sufficient to activate the expression of the well-known HIF-1α target Scylla (**P < 0.01, n = 3) (Reiling & Hafen, 2004). To further study the potential role of miR-210 in hypoxia in *Drosophila*, we used CRISPR/Cas9-mediated genomic engineering to generate an miR-210 null mutant, termed *miR-210Δ*. Lack of miR-210 expression in the miR-210 null mutant was verified by qRT-PCR (****P < 0.0001, n = 3) (Fig S1B). *miR-210Δ* mutant larvae or adult flies behaved as wDahomey (wDah) wild-type flies under hypoxic conditions, in contrast to the positive control, heterozygous Sima (HIF-1α) mutant larvae and adult flies that showed decreased survival (***P < 0.001) (Fig S1C and D). This result suggests that miR-210 is not an essential mediator of the hypoxia response in flies. Hypoxia is a potent regulator of target of rapamycin (TOR) signalling (Arsham et al, 2003). Therefore, we also investigated TOR-related phenotypes in the *miR-210Δ* mutant flies. In line with the hypoxia experiments, we found no striking differences between *miR-210Δ* and control flies in lifespan (n = 200, females: n.s., and males: **P < 0.01) (Fig S1E). This result is in contrast to a recent study, which reports decreased lifespan of *miR-210* mutant males (Chen et al, 2014). Differences in genetic background or lack of adjusting the genetic background in the study by Chen et al (2014) might explain this discrepancy. In line with the lifespan results, starvation stress resistance (n = 100), body weight (n∼50, *P < 0.05), and egg laying (n = 100) were also not affected by lack of *miR-210* (Fig S1F–H), suggesting that *miR-210Δ* does not influence TOR signalling systemically. In summary, in contrast to mammalian cell culture, where miR-210 is up-regulated under hypoxia (Camps et al, 2008; Fasanaro et al, 2008; Pulkkinen et al, 2008), we did not detect induction of miR-210 in vivo when exposing flies to hypoxic conditions, and resistance to hypoxia was unaffected by its absence. Consistently, a screen for hypoxia-regulated miRNAs in *Drosophila* did not identify miR-210 (De Lella Ezcurra et al, 2016). Thus, the function of miR-210 in response to hypoxia might not be conserved between flies and mammals. However, we currently cannot exclude that miR-210 is only regulated by hypoxia in a subset of cells and, therefore, might cause only local effects.

**Figure S1.**
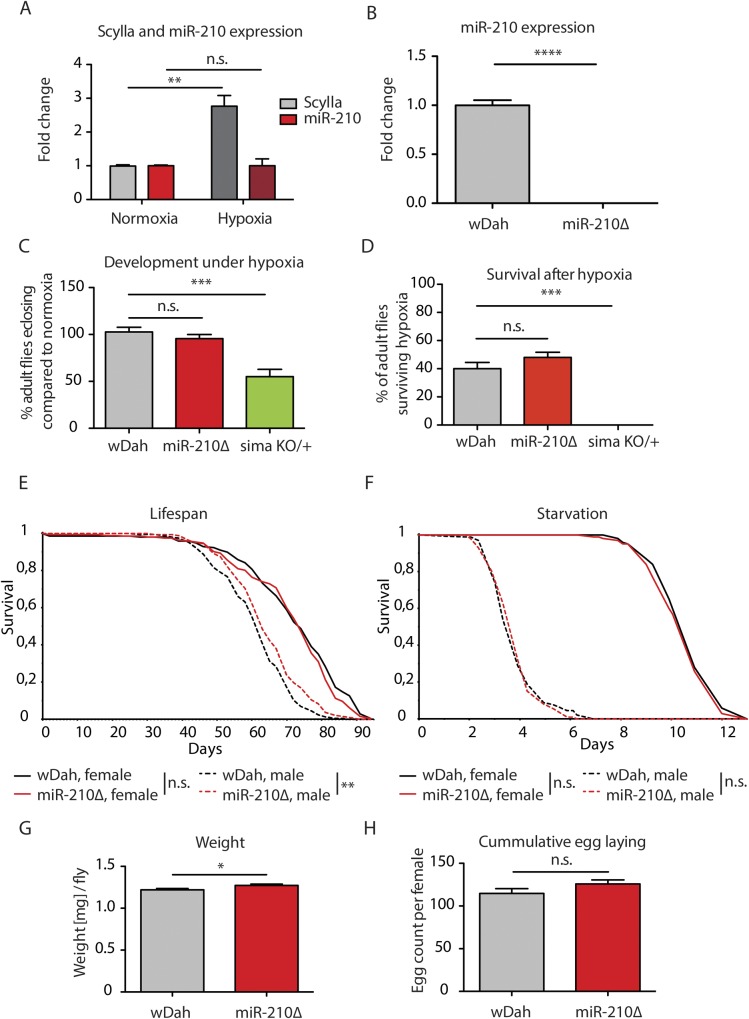
miR-210 is not involved in systemic hypoxia/TOR signalling. **(A)** miR-210 expression was not induced in fly heads by 2.5% oxygen for 6 h, in contrast to the hypoxia-induced Scylla gene (**P > 0.01, *t* test, n = 3). **(B)** miR-210 expression was abolished in *miR-210Δ* mutants as shown by qRT-PCR on fly heads (****P < 0.0001; *t* test, *n* = 3). **(C)** *miR-210Δ* mutants developed normally under 10% oxygen, in contrast to Sima (HIF-1α) mutants (***P < 0.001; one-way ANOVA, *n* = 250). **(D)** *miR-210Δ* mutants survived 14 h of 1% oxygen, in contrast to heterozygous Sima (HIF-1α) mutants (***P < 0.001; one-way ANOVA, *n* = 50). **(E, F)** Lifespan (E) and starvation response (F) of* miR-210Δ* females was similar to wild-type flies (log-rank test, *n* = 100–200) and the lifespan, but not the starvation resistance, of *miR-210Δ* males was slightly extended (**P < 0.01, log rank test, *n* = 200). **(G)*** miR-210Δ* had a slightly increased weight compared with control flies (*P < 0.05; *t* test, *n* ∼ 50). **(H)** *miR-210Δ* mutants showed no difference in fecundity (*t* test, *n* = 100).

### Loss of miR-210 leads to retinal degeneration

To dissect the function of miR-210 in the brain, we used CRISPR/Cas9 to generate an *miR-210Δ GFP* reporter line (*miR-210Δ GFP*) to study in which cells of the brain miR-210 is expressed. Interestingly, miR-210Δ GFP expression was highly specific to the fly compound eye, the ocelli, and the antennal lobes (Fig 2A), which are important for sensing light and olfactory cues. By co-immunostaining miR-210Δ GFP with the photoreceptor marker chaoptin (Fujita et al, 1982), we demonstrated that miR-210 is expressed in photoreceptor cells projecting into the lamina and medulla of the fly optic lobes (Fig 2A and B). By whole-mount retina staining and cryosections of miR-210Δ GFP heads, we further demonstrated that miR-210 is also expressed in the fly retina, including photoreceptors and potentially pigment cells (Fig 2C and D). During preparation of this manuscript, another study showed a similar expression pattern for miR-210 in the fly brain (Cusumano et al, 2018), validating our findings. Thus, we showed that miR-210 is specifically expressed in the sensory organs of the fly, including the retina.

**Figure 2.**
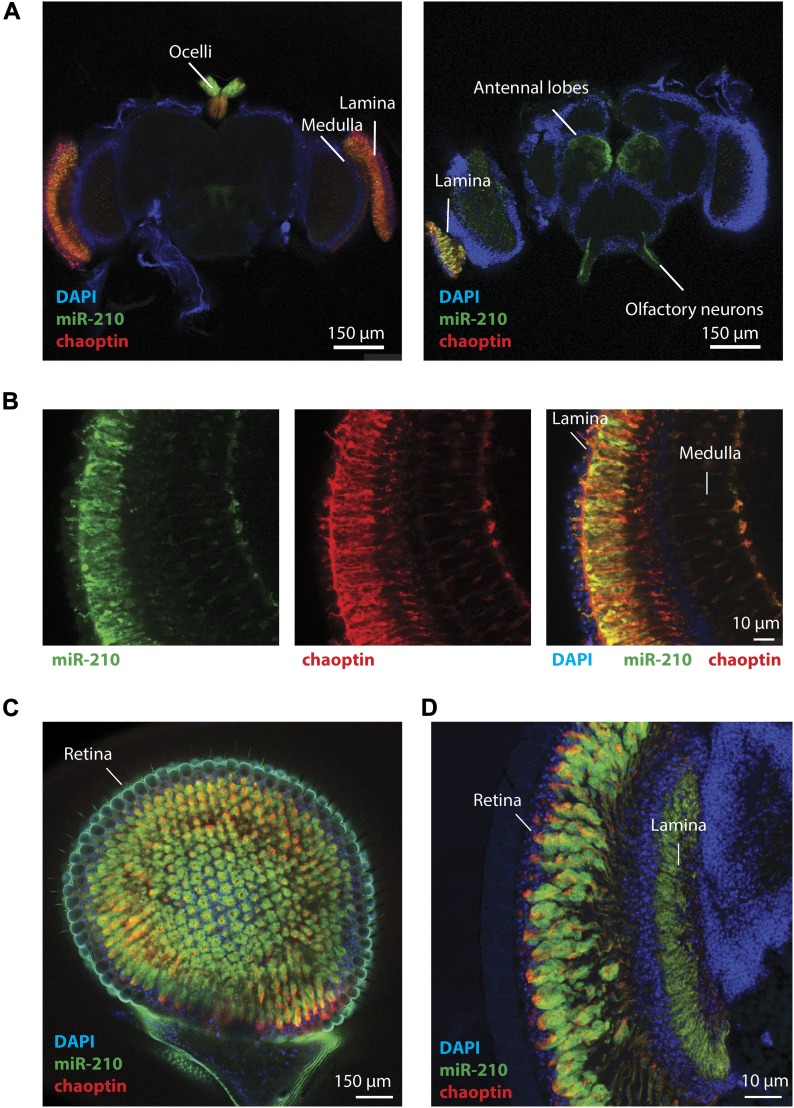
miR-210 is expressed in the fly eye. **(A, B)** Whole-mount immunostainings of miR-210Δ GFP reporter fly brains with anti-GFP antibody revealed a specific expression pattern of miR-210 (green) in the lamina and medulla of the optic lobes (left and right side of the brain), ocelli (top side of the brain), and antennal lobes (in the middle of the brain). miR-210 (green) expression patterns were overlapping with the photoreceptor marker chaoptin (red) in the medulla and lamina. **(C, D)** Whole-mount immunostainings and cryosections of miR-210Δ GFP reporter fly brains with anti-GFP antibody demonstrated that miR-210 is also expressed in the fly retina.

The function of the fly eye is well characterized, and the pathways involved in phototransduction are partially conserved between flies and mammals (Xu et al, 1999; Montell, 2012; Sen et al, 2013). Given its specific expression in the fly eye, we wondered if the morphology and function of the fly eye is altered in *miR-210Δ* mutant flies. In fly retinas, R1-R6 and R7 can be visualized by chaoptin immunostaining. Throughout life, wild-type flies retained a very well-structured and organized pattern of R1-R6 and R7 in each ommatidium (Fig 3A). Retinas of very young (day 0) *miR-210Δ* mutants showed an apparently normal arrangement of R1-R6 and R7 photoreceptor cells, suggesting that miR-210 function is not essential for photoreceptor differentiation. However, already at 10 d of age, *miR-210Δ* mutant photoreceptor cells showed altered arrangement and morphology, and at 42 d of age, individual photoreceptor cells could not be identified anymore (Fig 3A). To quantify the functional decline of photoreceptor cells in *miR-210Δ* mutants, we used electroretinography to measure the receptor potential in photoreceptor cells (n = 5-8). In line with immunostaining, wild-type flies showed a stable receptor potential that did not decline even late in life. By contrast, in *miR-210Δ* flies, the receptor potential decreased strongly with age, verifying that there was functional decline (****P < 0.0001) (Fig 3B and C). Next, we used toluidine-stained semi-thin sections and transmission electron microscopy (TEM) to investigate the retinal degeneration in more detail. We used a closer time window (1 h, 2 d, 4 d, and 10 d) to obtain a better temporal resolution. In line with our previous immunostainings,* miR-210Δ* photoreceptor cells degenerated rapidly (Fig 3D). The higher resolution of TEM allowed us to detect differences in rhabdomere morphology of *miR-210Δ* mutants even in very young flies (1 h old, white arrows), which was not possible by immunostaining. Thus, lack of miR-210 might also mildly affect photoreceptor development. TEM also revealed the occurrence of vacuoles (arrowheads in Fig 3D), after the photoreceptor cells disappeared, which might implicate autophagic clearance of photoreceptor remnants. We further validated that the observed phenotype is caused by loss of *miR-210* by using an independently generated *miR-210* mutant line (*miR-210ΔSeed*), in which we deleted the functional seed sequence of *miR-210* via CRISPR/Cas9. In addition, we did a genetic complementation assay by crossing *miR-210Δ* mutants to a deficiency fly stock (Df(1)BSC352) encompassing the *miR-210* gene locus. Similar to *miR-210Δ* mutants, *miR-210ΔSeed* and* miR-210Δ*/Df(1)BSC352 mutant flies presented a strong retinal degeneration phenotype at 4 d of age (Fig S2A and B). In summary, we show that loss of *miR-210* leads to retinal degradation accompanied by a functional decline of photoreceptor neurons with age. The presence of R1-R6 and R7 photoreceptor cells and a wild-type–like receptor potential measured in freshly eclosed flies and the fast degradation of photoreceptor neurons within a few days suggest that miR-210 expression in the photoreceptors, lamina, and/or medulla is crucial for the maintenance and function of adult photoreceptor neurons.

**Figure 3.**
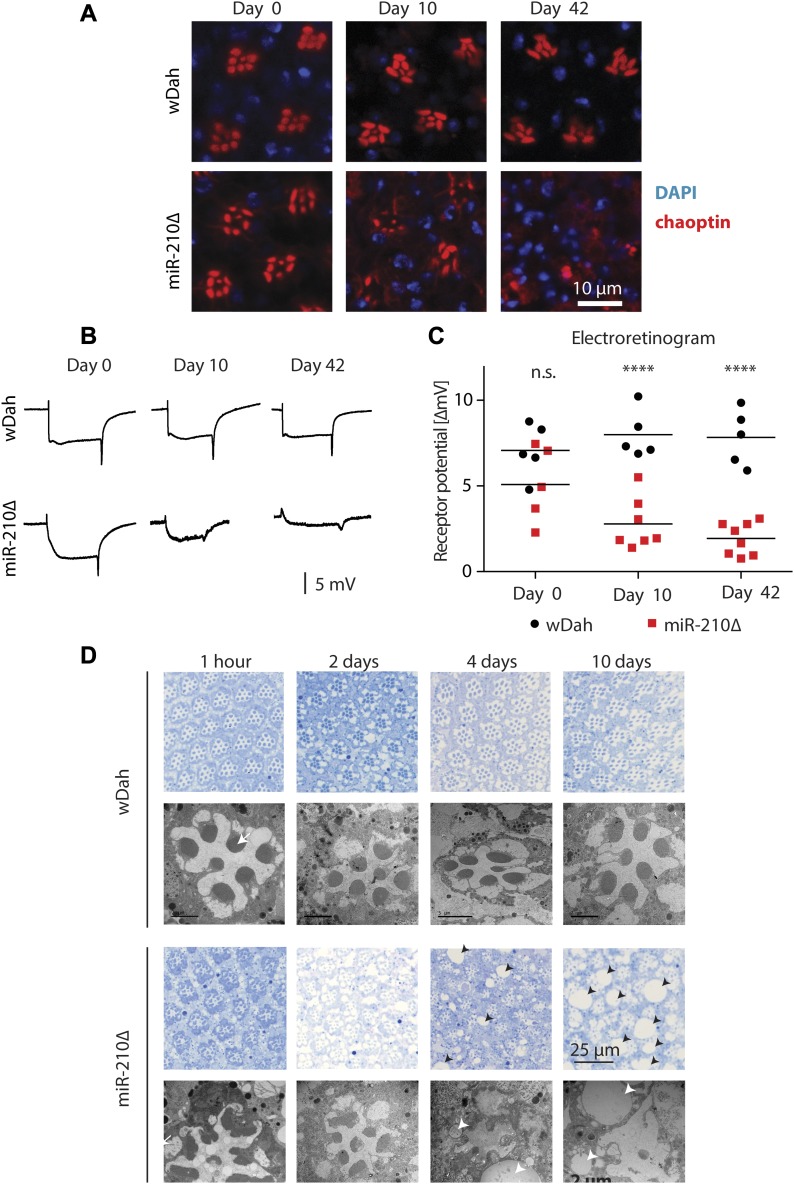
Loss of *miR-210* leads to progressive retinal degradation with age. **(A)** Immunostaining of retinas with chaoptin (red, marker for photoreceptors) showed loss of photoreceptor arrangement and integrity in *miR-210Δ* mutants, but not in wild-type controls, with age. **(B, C)** The receptor potential in *miR-210Δ* mutants, but not in controls, decreased with age as determined by electroretinography (age: n.s.; genotype: ****P < 0.0001; interaction: *P < 0.05; and two-way ANOVA, *n* = 5–8). **(D)** Toluidine-stained semi-thin sections (upper panel, blue) and TEM (lower panels) verified that photoreceptor cells progressively disappeared in *miR-210Δ* mutant, but not wild-type, eyes (1 h–10-d old flies). Notably, morphology of rhabdomeres (arrows) was already altered in 1-h-old *miR-210Δ* mutants. The number and size of vacuoles (arrowheads) increased with age in *miR-210Δ* mutants.

**Figure S2.**
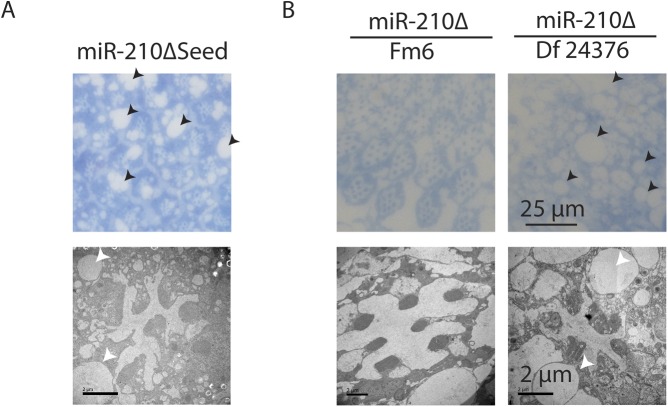
Independent *miR-210* mutant flies show a similar retinal degeneration phenotype. **(A)** *miR-210ΔSeed* mutants, which lack part of the miR-210 seed sequence, showed a retinal degeneration phenotype similar to *miR-210Δ* mutants on day 4 by TEM. **(B)** *miR-210Δ*/Df(1)BSC352 mutants, but not balanced heterozygous *miR-210Δ/Fm6* mutants, showed a retinal degeneration phenotype on day 4 by TEM.

To provide further evidence that the observed retinal degeneration phenotype was caused by loss of *miR-210* function, we performed rescue experiments by overexpression of miR-210 using the eye-specific GMR-Gal4 driver line. First, we showed that overexpression of miR-210 in the wild-type background per se did not lead to retinal degeneration or altered function of photoreceptors as measured by immunostainings and electroretinography (Fig S3A and B). However, we noted by TEM that overexpression of miR-210 in the eye led to several ommatidia that presented eight visible rhabdomers, which might be split rhabdomers (Fig S3C). Next, we showed by qRT-PCR that GMR-Gal4–mediated overexpression of miR-210 in the *miR-210Δ*–mutant background restored miR-210 expression to slightly higher levels than observed in wild-type flies (n = 3) (Fig 4A). Notably, overexpression of miR-210 rescued the *miR-210Δ*–dependent decline in photoreceptor potential. Receptor potential of *miR-210Δ*; *GMR-Gal4>UAS-miR-210* mutants was significantly increased compared with *miR-210Δ* controls (n = 7; ***P < 0.001) (Fig 4B). Surprisingly, *UAS-miR-210/+* control flies in the *miR-210Δ* background already had a significantly increased receptor potential compared with *GMR-Gal4/+* mutants in the *miR-210Δ* background (*P < 0.05), which might be explained by leaky expression from the UAS-promoter (Fig 4A). TEM of *miR-210Δ; GMR-Gal4>UAS-miR-210* flies also showed a partial rescue of the retinal degeneration phenotype and a reduction in the size and number of vacuoles (Fig 4C). Similar to the overexpression of miR-210 in the wild-type background, we also occasionally observed eight rhabdomeres upon overexpression of miR-210 in *miR-210Δ* mutants. In summary, we were able to at least partially rescue the retinal degeneration phenotype, demonstrating that the observed phenotype is indeed caused by a lack of *miR-210* function. That we only obtained a partial rescue might be explained by differences between the expression of the GMR-Gal4 driver line and the endogenous expression pattern of miR-210 or by the mild phenotype of miR-210 overexpression alone.

**Figure S3.**
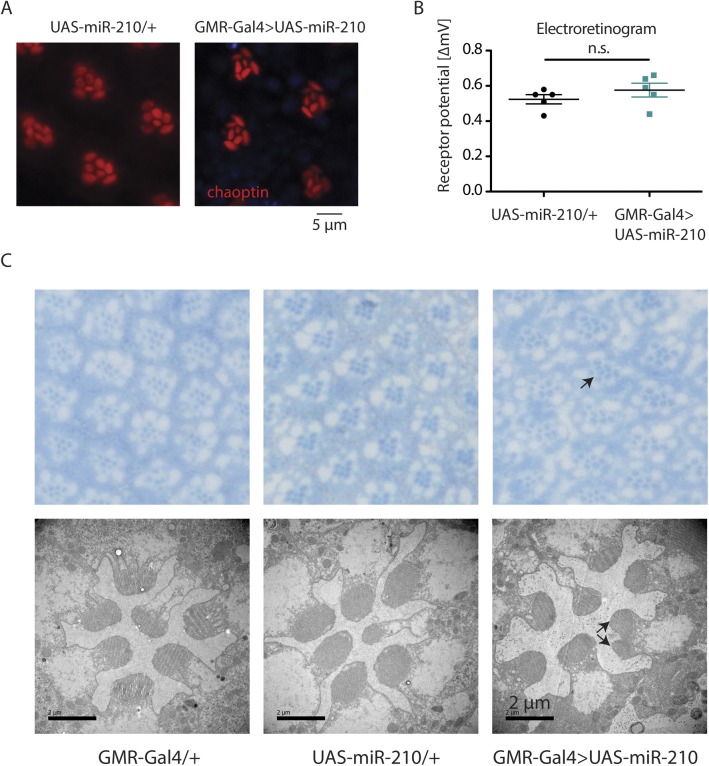
Overexpression of miR-210 in the eye causes mild defects in photoreceptor morphology, but no retinal degeneration. **(A, B)** Overexpression of miR-210 in the eye by *GMR-Gal4* did not alter photoreceptor morphology as shown by immunostainings (A) or function as shown by ERGs (B) (*t* test, *n* = 5) in 10-d-old flies. **(C)** Toluidine-stained semi-thin sections (upper panel) and transmission electron microscopy (lower panel) demonstrated that overexpression of miR-210 leads to mild defects in photoreceptor organisation (e.g., split rhabdomers).

**Figure 4.**
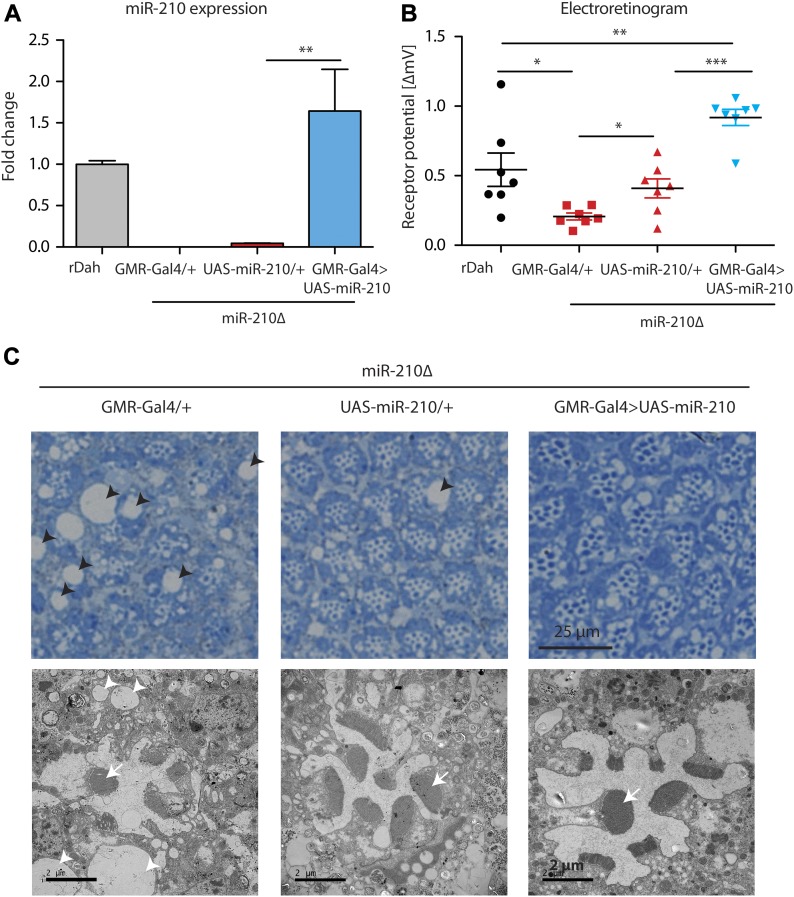
Overexpression of miR-210 in *miR-210Δ* eyes partially rescued the photoreceptor degeneration. **(A)** Overexpression of miR-210 in *miR-210Δ; GMR-Gal4>UAS-miR-210* flies was verified by qRT-PCR (**P < 0.01; one-way ANOVA, *n* = 3). **(B)** ERG showed that the receptor potential in *miR-210Δ; GMR-Gal4>UAS-miR-210* flies was significantly increased compared with the UAS and Gal4 driver control in the *miR-210Δ* background in 4-d-old flies (*miR210Δ; GMR-Gal4>UAS-miR-210* versus *miR-210Δ; GMR-Gal4/+* or versus *miR-210Δ*; and *UAS-miR210/+*: ***P < 0.001, one-way ANOVA, followed by Tukey post hoc test). *miR-210Δ; UAS-miR-210/+* control flies already showed a slightly increased receptor potential (*P < 0.05; one-way ANOVA, *n* = 7). **(C)** Toluidine-stained semi-thin sections (upper panel) and (lower panel) TEM demonstrated that the number of rhabdomeres (arrow) increased in both *miR-210Δ; UAS-miR-210/+* control flies and *miR-210Δ; GMR-Gal4>UAS-miR-210* mutants (4 d old). The number and size of vacuoles (arrowheads) decreased in comparison with *miR-210Δ; GMR-Gal4/+* control flies.

### miR-210–mediated retinal degeneration is independent of light and apoptosis

miR-210 has been previously linked to the circadian clock (Yang et al, 2008, 2018; Cusumano et al, 2018), which is entrained by light. As miR-210 is expressed in the fly eye, we wondered if miR-210 expression changes rhythmically during the day and whether the retinal degeneration seen in *miR-210Δ* mutants might depend on light, as has been shown for other mutations that cause retinal degeneration in the fly eye (Harris & Stark, 1977; Dolph et al, 1993; Kiselev et al, 2000; Johnson et al, 2002). However, miR-210 was not expressed in a circadian-dependent manner (n = 3) (Fig S4A), in line with a previous publication (Yang et al, 2008). In addition, miR-210 expression did not change in flies that were maintained for 48 h under constant light or constant darkness (n = 3) (Fig S4B), indicating that the expression of miR-210 is not regulated by light. Keeping *miR-210Δ* mutants under constant light or constant darkness during development and adulthood did not affect the retinal degeneration phenotype as compared with flies kept under 12 h/12 h light/dark conditions (Fig S4C), indicating that the mechanisms by which lack of *miR-210* affects retinal degeneration is not light dependent. Block of apoptosis rescues several retinal degeneration mutants (Kiselev et al, 2000; Johnson et al, 2002); however, block of apoptosis by overexpression of the antiapoptotic p35 protein did not rescue the receptor potential of *miR-210Δ* mutants (n = 5) (Fig S4D), suggesting that retinal degeneration caused by lack of *miR-210* function is not acting via p35-dependent induction of apoptosis. Thus, our results suggest that *miR-210*–mediated retinal degeneration is independent of light and apoptosis and that other mechanisms must underlie the observed phenotype.

**Figure S4.**
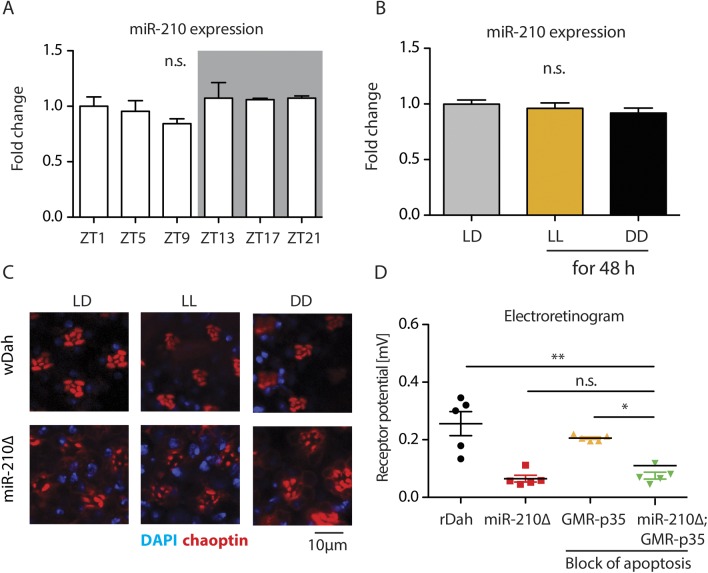
* miR-210Δ*-mediated retinal degeneration is independent of light and p35-dependent apoptosis. **(A)** miR-210 expression level did not change during the day (ZT = Zeitgeber; ZT1 = 1 h after turning on the lights) in wild-type heads (one-way ANOVA, *n* = 3). **(B)** miR-210 expression did not change in flies that were adapted for 48 h under constant light (LL) or constant darkness (DD) in comparison to flies that were kept under normal 12 h: 12 h light–dark cycles (LD) (one-way ANOVA, *n* = 3). **(C)** Photoreceptors in *miR-210Δ* retinas showed a similar grade of retinal degeneration after development and maintenance under control conditions (LD), constant light (LL) or constant darkness (DD). **(D)** Block of apoptosis by p35 did not significantly increase the receptor potential of *miR-210Δ* compared with control *miR-210Δ* mutants (one-way ANOVA, *n* = 5).

### Identification of putative miR-210 targets by RNA sequencing

To address which mechanisms might underlie *miR-210*–dependent degeneration of photoreceptor cells, we performed RNA sequencing analysis, by comparing the expression profiles of *miR-210Δ* null mutants with control flies to identify potential miR-210 target genes. Therefore, we used heads of 1-h-old *miR-210Δ* mutants (n = 3), a time point where photoreceptor cells showed only mild morphological differences but were still functional (Fig 3A–D). 

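The comparison rests on 3 head libraries of wDah controls and 3 of miR-210Δ, which the sample labels call the miR-210 knockout, all taken 1 h after eclosion. Poly(A) RNA was sequenced as single-end reads, trimmed with Trim Galore 0.3.7 and aligned to Dm6 with TopHat2, and multi-mapped reads were removed. The authors deposited raw counts per gene. The read counter and whether it used the strand are not given in the sources used here, so reads of genes that overlap on opposite strands may not be told apart. The controls held 18931638 to 21315973 counts (median 19112245) and the mutants 17992976 to 20486283 (median 18870903). The targeted gene, mir-210, had 0 counts in all 6 libraries. Poly(A) capture does not measure a mature miRNA, so this count checks neither the deletion nor the labels. Of 15406 genes, 9470 passed the count filter of edgeR and were compared with its quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. Control replicate 3 stood apart from the other controls, with a chi-square per degree of freedom of 22.7 against replicate 1 and 19.7 against replicate 2, where replicates 1 and 2 gave 3.97. It held 3241 CPM of the muscle actin Act79B, against 719.8 to 1298 in the other 5 libraries. The mutant replicates gave 2.48 to 4.24.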

As miRNAs are known to down-regulate their targets, we expected direct miR-210 target genes to be up-regulated in *miR-210Δ* mutant flies. 

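Heads of newly eclosed miR-210Δ flies differed from controls in 956 of the 9470 genes tested (10.1%) at an adjusted p under 0.05 (edgeR). The median size of the log2 fold change among these was 0.32, and 140 of them changed by at least 1. In all, 12626 genes had at least 1 count. For 955 of the 956 the 3 mutant libraries all lay on the same side of the 3 control libraries, which chance alone gives for 10% of genes, and this held for 28.3% of the genes tested. Without control replicate 3, 1278 genes passed, and without mutant replicate 1 or 2, 594 and 620. At a fold of at least 1.5, 246 remained.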

The RNA sequencing, resulted in the detection of approximately 8,500 genes of which 812 were differentially regulated between* miR-210Δ* mutant and control flies (Supplemental Data 2). Most differentially regulated genes (509) were down-regulated in *miR-210Δ* mutants, but 303 genes were up-regulated (Fig 5A). 

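Genes lower in miR-210Δ numbered 580 and genes higher 376, so that 60.7% of the changed genes fell. Several genes were nearly silent in 1 genotype. The forkhead transcription factor gene fd3F had 474 counts over the 3 control libraries and 3 in the mutants, a ratio of 159 (95% counting interval 54.1 to 774), and overlaps a non-coding RNA gene on the other strand. Zmynd10, which acts in building motile cilia, had 57 against 1 (ratio 57.4, interval 9.90 to 2307). The non-coding lncRNA:CR44221 and the gene CG14691 had no count in the mutants and were at least 28.2-fold and 25.5-fold lower, against a floor of 3 counts over the group. In the other direction, CG9445 had 0 and 129 counts and was at least 42.7-fold higher, and it overlaps CG15236 on the other strand. The testis gene can had 4 counts over the 3 control libraries and 324 in the mutants (adjusted p = 4.13e-06, edgeR), and Cyp4d14, which overlaps ND-B14.5A on the other strand, had 11 and 265. Among well-expressed genes, CG11426, a lipid phosphate phosphatase, fell from 14594 ± 1000.1 to 912 ± 132 normalized counts (SD, n = 3). For CG11426, can, CG9445 and lncRNA:CR44221, another called gene that changed by at least 2 in log2 lay within 50 kb. Stretches of different genetic background between the stocks may account for such neighbours. No such neighbour was found for fd3F, Zmynd10, CG14691 or Cyp4d14. The genes called here and in the authors' deposited table in the same direction were 736, and 0 went opposite ways.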

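Rhodopsins and the channels and enzymes of the light response were lower in newly eclosed miR-210Δ heads. Of 36 phototransduction genes, 24 fell, 0 rose and 12 did not pass with edgeR (27 lower and 0 higher adjusted over the list alone, 29 and 0 at an unadjusted p under 0.05, 25 and 0 with DESeq2). The ocellar rhodopsin Rh2 fell from 2095 ± 149 to 162 ± 29.0 normalized counts (SD, n = 3), a log2 fold change of -3.69 (standard error 0.0971, adjusted p = 2.05e-09, edgeR). The R7 rhodopsins Rh3 and Rh4 fell, with log2 fold changes of -1.79 and -2.19, and the phototransduction channel gene trpl with -1.81. The main rhodopsin of the outer photoreceptors, ninaE, fell with -1.09, and the phospholipase norpA with -0.51. Of 22 rhabdomere genes, 11 fell and 1 rose (11 and 1 adjusted over the list alone), including the rhodopsin-trafficking gene Culd (-1.60), chp (-0.69) and eys (-0.62). Among all lists, the lower phototransduction genes gave an adjusted p of 8.60e-20 and the rhabdomere genes 2.20e-07 (Fisher's exact test, Benjamini-Hochberg). In a test that ranks a list against other genes (camera), phototransduction gave an adjusted p = 0.169 with an estimated correlation and rhabdomere genes 0.539. With a preset correlation of 0.01, camera gave adjusted p-values of 2.10e-89 and 5.56e-12 in the same order, but the estimated correlations were 0.544 and 0.283. The test fry, which does not rank a list against other genes, gave adjusted p-values of 0.00392 and 0.0105. The lists were drawn up knowing which processes the study reports from these libraries, so the counts are not independent evidence of direction.

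**Figure D2:**
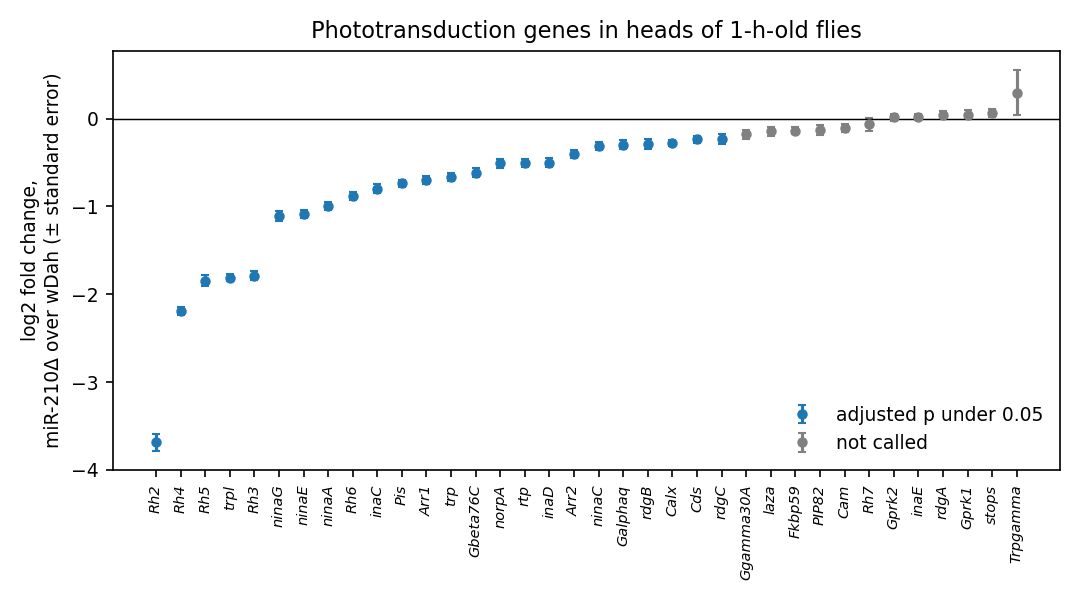
Log2 fold change of phototransduction genes in miR-210Δ against wDah heads, with bars for the standard error from edgeR. Rh2 lies lowest, at -3.69.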

Gene ontology (GO) term analysis showed a strong enrichment for genes involved in phototransduction and rhabdomere function, consistent with our hypothesis that *miR-210* is essential for vision (Fig 5B). Furthermore, up-regulated genes were enriched for the GO term fatty acid biosynthetic process and lipid metabolic process (Fig 5B). 

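Fat synthesis genes moved in both directions and by small amounts. Of 36 lipogenesis genes, 6 rose, 4 fell and 26 did not pass (9 and 5 adjusted over the list alone). The desaturase Desat1 rose with a log2 fold change of 0.41 (standard error 0.0504, adjusted p = 3.54e-04, edgeR), the ATP citrate lyase ATPCL with 0.29 and the malic enzyme Men with 0.19. The Men log2 fold change did not pass without mutant replicate 1 or 2 (adjusted p = 0.0581 and 0.0521, edgeR). The phosphatidate phosphatase Lpin fell, with -0.24. The list had more higher genes than other genes did (Fisher's exact test, adjusted p = 0.0444). Camera gave an adjusted p = 0.801 with an estimated correlation and 0.503 with the preset one, and fry gave 0.226. Without mutant replicate 1 or mutant replicate 2, 2 of the list's genes rose, and at a fold of at least 1.5, 0 did. The list was made knowing the study's finding on these libraries and is not independent evidence of its direction.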

Lipid signalling is important for the phototransduction cascade, as G-protein–coupled hydrolysis of the phospholipid phosphatidylinositol 4,5-bisphosphate plays a key role in signal transduction upon light stimulation (Raghu et al, 2012). Notably, we analysed the gene expression changes in the whole head of flies and not specific for photoreceptor cells, suggesting that changes in expression in photoreceptors are underestimated. 

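Genes of photoreceptor specification moved both ways, with 3 of 24 higher and 3 lower (3 and 3 adjusted over the list alone). The R8 ligand boss fell (-0.83), while the transcription factor gl (0.72), the R7 receptor sev (0.55) and the eye gene so (0.49) rose, as log2 fold changes from edgeR. Of 7 retinoid cycle genes, 2 rose and 2 fell (3 and 2 over the list alone), among them rdhB (0.26) and ninaG (-1.11). Of 16 pigment, cone and lens genes, 3 rose and 2 fell (4 and 3), including cn (1.54) and v (-0.67). Clock genes fell in 6 of 23 cases and rose in 0 (6 and 0 adjusted over the list alone, 0 higher at an unadjusted p under 0.05 and 0 with DESeq2), for example per (-0.38) and tim (-0.20). Of 18 genes of the unfolded protein response, 2 rose and 5 fell (5 and 7), with the rhodopsin chaperone Cnx99A at -0.91. Of 26 genes of oxidative stress, 5 rose and 2 fell (6 and 4), and GstS1 rose with 0.49. Of 16 cell death genes, 0 rose and 3 fell with edgeR (1 and 4 over the list alone, 1 higher at an unadjusted p under 0.05 and 0 with DESeq2), namely hid (-0.89), Dronc (-0.32) and Dark (-0.29). The hid log2 fold change did not pass without mutant replicate 2 or 3 (adjusted p = 0.0888 and 0.0554, edgeR). With estimated correlation, camera gave no list an adjusted p under the threshold, with 0.801 for clock genes, for the unfolded protein response and for oxidative stress. In the same order, camera with the preset correlation gave 0.325, 0.392 and 0.485, and fry 0.0453, 0.0325 and 0.186 (adjusted p).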

The differences in the transcriptome of 1-h-old *miR-210Δ* flies indicate the cells had already started to change at the molecular level, although we detected only mild morphological differences at this age based on TEM (Fig 3D). These results might suggest that the retinal degeneration observed in *miR-210Δ* is extremely fast or might already start during late pupae development.

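Among the other lists, the hypoxia gene cbt rose (0.14), as 1 of 12 (1 adjusted over the list alone, 0 with DESeq2). Without control replicate 1 or 2, or mutant replicate 1 or 2, the cbt log2 fold change did not pass (adjusted p = 0.0934, 0.0953, 0.179 and 0.141, edgeR). No call was made by edgeR for 18 TOR signalling and 13 heat shock genes. At an unadjusted p under 0.05, 4 TOR genes and 1 heat shock gene passed, and DESeq2 called 0 in both lists. Of 17 autophagy genes, Atg9 fell (-0.16), but the Atg9 log2 fold change did not pass with DESeq2 (adjusted p = 0.0642) or without any of 5 libraries, all but control replicate 3 (0.0571 to 0.103, edgeR). Of 31 amino acid genes 1 rose and 6 fell (1 and 9 adjusted over the list alone). Of 18 immune genes, BomBc1 fell (-1.48) and PGRP-SB1 rose (0.41), with 2 higher and 3 lower over the list alone. Of 52 cuticle genes, 5 rose and 8 fell (6 and 9 over the list alone). The neuronal marker VGlut rose (0.24, 1 of 15), as did the muscle marker TpnC47D (0.39, 1 of 18) and the fat body markers Yp3 (0.56) and Lsp1gamma (0.41, 2 of 12). Of 13 glial markers 1 rose and 2 fell, with Eaat1 at -0.22, and of 10 hemocyte markers 1 rose and 3 fell (0 and 3 with DESeq2), with Hml at -0.31. The NimC1 log2 fold change, the rise, did not pass without a filter (adjusted p = 0.0522), control replicate 1 (0.122) or mutant replicate 1, 2 or 3 (0.105, 0.119 and 0.121, edgeR). The Col4a1 log2 fold change, a fall, did not pass without the same 4 libraries in turn (0.0563 to 0.102, edgeR), nor that of vkg without mutant replicate 1 (0.0582). Of 6 gut markers 2 rose and 2 fell, with Amy-p at -2.70 (2 and 3 over the list alone). Of 14 olfactory markers 2 rose and 0 fell, but the median log2 fold change of the 14 was -0.65. At an unadjusted p under 0.05 (edgeR), 2 olfactory markers were higher and 2 lower. Of 3 germline markers Yp3 rose, and of 5 sex-related genes Yp3 rose and msl-2 fell (-0.25). The msl-2 log2 fold change did not pass with DESeq2 (adjusted p = 0.185), without control replicate 2 (0.0986) or without mutant replicate 1, 2 or 3 (0.0531, 0.0820 and 0.0860, edgeR). The VGlut log2 fold change did not pass without mutant replicate 1 or 3 (adjusted p up to 0.107, edgeR). The other marker counts were the same adjusted over the list alone. Control replicate 3 stood apart in muscle genes and in the gut gene Mal-A1, at 14.3 CPM. From transcriptome differences at an age with mild changes of morphology, the paper raises the possibility that degeneration is extremely fast or might start in late pupae.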

**Figure 5.**
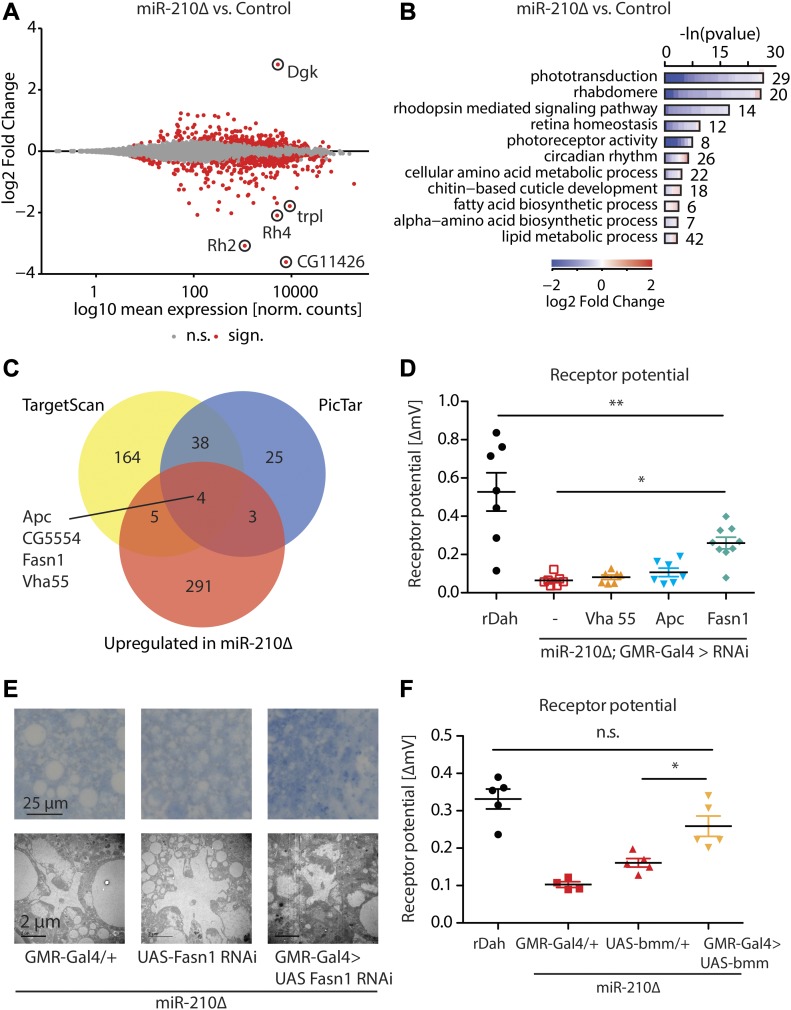
Transcriptome analysis of *miR-210Δ* mutant flies revealed potential miR-210 targets. **(A)** 812 differentially expressed RNAs were identified in 1 h old *miR-210Δ* heads compared with control by RNA sequencing (*adjusted *P* value < 0.05, *n* = 3). **(B)** GO enrichment of differentially regulated mRNAs demonstrated that many genes with GO terms related to phototransduction and vision were down-regulated. **(C)** Four potential miR-210 targets predicted by PicTar and TargetScan were also up-regulated on RNA level in *miR-210Δ* mutant flies. **(D)** The receptor potential of *miR-210Δ* mutants was partially rescued by Fasn1 RNAi as measured by ERG in 4-d-old flies (*miR-210Δ; GMR-Gal4/+* versus *miR-210Δ*; and *GMR-Gal4>UAS-Fasn1 RNAi*: *P < 0.05, *n* = 7–9). **(E)** Photoreceptors in* miR-210Δ; GMR-Gal4> Fasn1 RNAi* showed a similar grade of retinal degeneration compared with* miR-210Δ* controls. **(F)** ERG showed that the receptor potential of *miR-210Δ* mutants was significantly increased by overexpression of bmm lipase (*miR-210Δ; GMR-Gal4/+* versus *miR-210Δ; GMR-Gal4>UAS-bmm*: ***P < 0.001; *miR-210Δ; UAS-bmm/+* versus *miR-210Δ*; and *GMR-Gal4>UAS-bmm*: *P < 0.05, *n* = 4–5).

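Dgk (FBgn0085390), which encodes a diacylglycerol kinase, rose from 1216 ± 57.4 normalized counts (SD, n = 3) in controls to 9390.2 ± 323 in miR-210Δ heads. This is a log2 fold change of 2.95, or 7.71-fold (standard error 0.0477, adjusted p = 5.94e-11, edgeR), and the lowest adjusted p of all genes that rose. By fold it was the 14th of the genes that rose, and the 13 above it had at most 108 normalized counts in the mutants. It lies on 2R of Dm6 from 7834812 to 7885982 on the minus strand and shares exons with Atg10 on the other strand. The authors' deposited table gives Dgk a log2 fold change of 2.83. In its coding sequences, the highest count in any transcript was 1 for the match ACGCACA to the annotated bases 3 to 9 of miR-210-3p. For matches to 6 of these bases it was 4, and for the seed of miR-210-5p it was 9. Each highest count was taken separately and may come from another transcript. The match to the miR-210-5p seed, CAGCAGC, can overlap itself and overlapping matches were counted, so the 9 need not be separate sites.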

Diacylglycerol kinase (Dgk) showed the strongest up-regulation, with an induction of seven to eightfold in* miR-210Δ* mutant flies (n = 3, ***P < 0.001) (Figs 5A and S5A), and TargetScan analysis (Lewis et al, 2005) identified two miR-210-3p and one miR-210-5p* seed matches in the open reading frame of Dgk. Furthermore, diacylglycerol kinases such as the *retinal degeneration gene A* (*rdgA*) have been implicated in retinal degeneration in the fly (Masai et al, 1992, 1993, 1997; Harden et al, 1993), making Dgk a prime candidate to mediate retinal degeneration upon loss of *miR-210*. However, knockdown of Dgk in the *miR-210Δ* mutant background did not rescue retinal degeneration, and overexpression of Dgk did not induce retinal degeneration in *miR-210Δ* mutants (Fig S5B–G). These results might suggest that Dgk is not a causal target in retinal degeneration or that miR-210 targets several proteins that have to act in concert to cause retinal degeneration in *miR-210Δ* flies. 

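The related kinase gene rdgA was at 29559 ± 1309.6 normalized counts (SD, n = 3) in controls and 30311 ± 712 in miR-210Δ heads, a log2 fold change of 0.04 (standard error 0.0447, adjusted p = 0.688, edgeR). Of 26 genes of diacylglycerol and phosphoinositide metabolism, 1 rose, 9 fell and 16 did not pass (1 and 12 adjusted over the list alone). Besides Dgk, the members called included CG11426, the phosphatidylinositol synthase Pis (-0.74) and Dgkepsilon (-0.32). The lower members were more frequent than in other genes (Fisher's exact test, adjusted p = 0.000130), while camera gave an adjusted p = 0.801 with an estimated correlation. With the preset correlation camera gave an adjusted p = 0.0513, and fry gave 0.0453.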

To identify direct targets of miR-210, we combined the RNA sequencing analysis with computer-based prediction algorithms (Grun et al, 2005; Lewis et al, 2005). As most algorithms produce many false-positive hits, we used a more stringent analysis by overlapping the predicted miR-210 targets by PicTar and TargetScan and generated a set of 42 high-confidence miR-210 targets that were predicted by both algorithms. Comparison of the 42 miR-210 targets with our RNA sequencing data allowed us to identify four putative miR-210 targets: Apc, CG5554, Fasn1, and Vha55 (Fig 5C). 

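Of the 4 genes, 3 were called higher by edgeR, by small amounts. Apc, a regulator of Wnt signalling, rose from 2841 ± 84.0 to 3156 ± 59.4 normalized counts (SD, n = 3), a log2 fold change of 0.15 (standard error 0.0383, adjusted p = 0.0292, edgeR). The log2 fold change of CG5554 was 0.21 (standard error 0.0449, adjusted p = 0.0108, edgeR) and that of FASN1, fatty acid synthase, was 0.19 (standard error 0.0397, adjusted p = 0.0107). For Vha55, a subunit of the vacuolar proton pump, it was 0.10 (standard error 0.0379, adjusted p = 0.138, edgeR), which did not pass. The 3′ UTR of Apc and of FASN1 held 1 match each to ACGCACA, and those of CG5554 and Vha55 held 0 such matches and 1 match to 6 of the bases. Over the 9176 tested genes with an annotated 3′ UTR, the 453 with a match had a mean log2 fold change 0.00178 above that of the 8723 without (permutation of genes, 100000 draws, p = 0.921), and 5.08% against 3.85% of them were called higher (Fisher's exact p = 0.212) and 5.52% against 6.10% lower (0.687). With matches to the annotated bases 2 to 8, tried after these values were seen, the mean was 0.0246 above (permutation of genes, p = 0.248), and 6.10% were called higher (Fisher's exact p = 0.0424). Without control replicate 1 the Apc log2 fold change had an adjusted p = 0.0821 (edgeR), and without 1 of the 3 mutant replicates it lay between 0.0610 and 0.142. The CG5554 log2 fold change lost its call without mutant replicate 2 (adjusted p = 0.0593, edgeR) and the FASN1 log2 fold change without mutant replicate 1 (0.0670) or 2 (0.0622). The Vha55 log2 fold change passed without control replicate 3 (adjusted p = 0.0306, edgeR) and with DESeq2 (0.0263). Over the other settings the adjusted p reached from 0.0283 to 0.142 for Apc, 0.00201 to 0.0593 for CG5554, 3.39e-06 to 0.0670 for FASN1 and 0.0263 to 0.326 for Vha55 (edgeR, DESeq2 or limma-voom).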

One or more of these genes may, therefore, be direct miR-210 targets in vivo. To test this, we used transgenic RNAi to knockdown Apc, Vha55, and Fasn1 in the *miR-210Δ* mutant background and measured the electroretinograms (ERG) of these flies at 4 d of age. Interestingly, RNAi-mediated knockdown of fatty acid synthase 1 (Fasn1) but not of Apc or Vha55 partially rescued the ERG defects of *miR-210Δ* mutant flies (n = 5-7; *P < 0.05) (Fig 5D), suggesting that up-regulation of Fasn1 activity might contribute to the retinal degeneration observed in *miR-210Δ* mutants. Notably, photoreceptor morphology in Fasn1 RNAi rescue flies was still abnormal, verifying that knockdown of Fasn1 RNAi can only partially rescue *miR-210*–dependent retinal degeneration. Next, we overexpressed Fasn1 in the fly eye of wild-type flies using a previously published *UAS-Fasn1* mutant line (Garrido et al, 2015), to test if overexpression of Fasn1 would be sufficient to cause retinal degeneration. However, ERGs of Fasn1 overexpression flies did not show any abnormalities even in 10-d-old flies (n = 4-5) (Fig S6A), demonstrating that Fasn1 up-regulation alone was not sufficient to cause retinal degeneration, which suggests the contribution of further genes to the observed phenotype. To test whether miR-210 is able to bind and degrade Fasn1 directly, we performed an in vitro luciferase assay targeting the 3′-UTR of Fasn1. However, we were not able to detect an *miR-210*–dependent decrease in luminescence when compared with a scrambled control (Fig S6B). Thus, it is currently not clear whether Fasn1 is a direct target of miR-210 in vivo or whether the regulation of Fasn1 is part of a toxic downstream mechanism. Down-regulation of Fasn1 is expected to result in decreased lipogenesis. To test whether we would also be able to rescue the phenotype of *miR-210* mutants by increasing lipolysis, we overexpressed the triacylglyceride lipase Brummer (Bmm) (Grönke et al, 2005) in *miR-210Δ* mutants. Similar to the knockdown of Fasn1, overexpression of Bmm partially rescued *miR-210Δ*–induced retinal degeneration as measured by ERG (n = 4-5, ***P < 0.001) (Fig 5F), indicating lipid accumulation as a potential downstream mechanism mediating the toxicity upon lack of *miR-210* in the fly retina. Interestingly, lipid metabolism has previously been implicated in retinal degeneration in flies, for example , the fatty acid transporter protein (FATP) is important for lipid homeostasis in the retina and is essential for photoreceptor survival (Dourlen et al, 2012, Van Den Brink et al, 2018). Furthermore, mitochondrial dysfunction leads to glial lipid accumulation and ultimately retinal degeneration (Liu et al, 2015). Lipid metabolic processes were identified as an enriched GO term in our RNA sequencing experiment, which is consistent with the hypothesis that altered lipid homeostasis, might contribute to the retinal degeneration observed in *miR-210Δ* mutant flies.

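Of 17 genes of lipolysis and fat storage, 3 rose and 0 fell with edgeR (3 and 0 adjusted over the list alone, 3 and 1 at an unadjusted p under 0.05, 2 and 0 with DESeq2). The peroxisomal oxidase Acox57D-p rose with a log2 fold change of 0.80 (standard error 0.0619, adjusted p = 1.06e-05, edgeR), the lipid droplet protein gene Lsd-1 with 0.41 and the adipokinetic hormone receptor AkhR with 0.33. The AkhR log2 fold change did not pass with DESeq2 (adjusted p = 0.0682) or without mutant replicate 1 or 3 (0.0708 and 0.0638, edgeR). The fat lipase bmm had a log2 fold change of -0.15 (standard error 0.0506, adjusted p = 0.0879, edgeR). The bmm log2 fold change passed without control replicate 3 (adjusted p = 0.0126, edgeR), where other settings reached up to 0.267. The list's adjusted p was 0.801 with an estimated correlation and 0.278 with the preset one (camera), and 0.190 with fry.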

**Figure S5.**
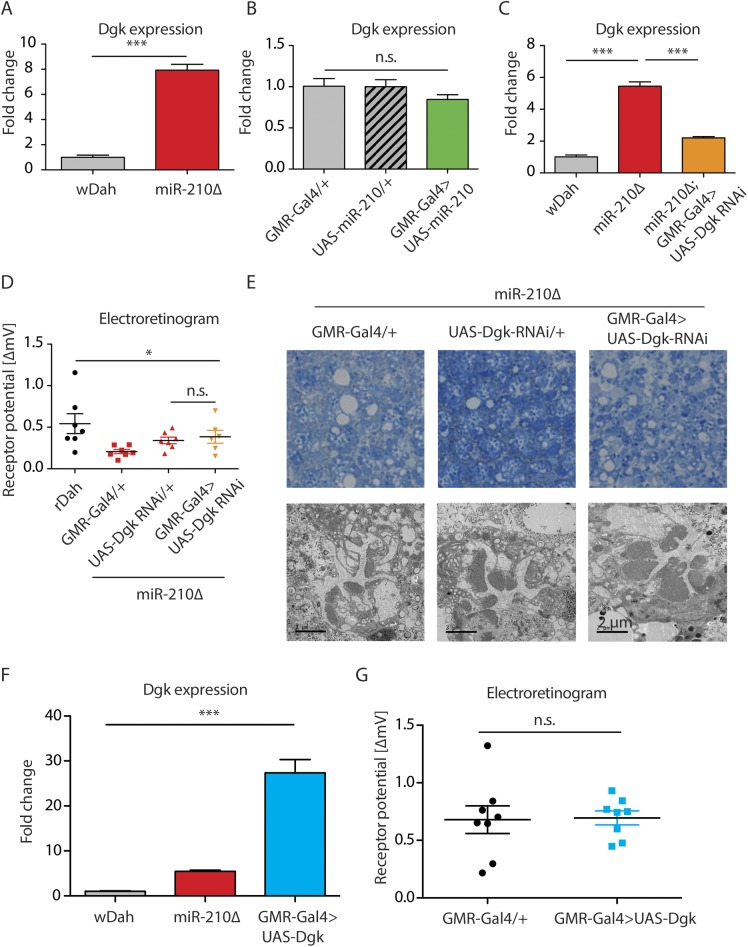
Dgk does not mediate the *miR-210Δ*–induced retinal degeneration. **(A)** Up-regulation of Dgk in 1 h old *miR-210Δ* heads was verified by qRT-PCR (***P < 0.001; *t* test, *n* = 3). **(B)** Overexpression of miR-210 in the eye by *GMR-Gal4* did not significantly down-regulate Dgk expression levels in heads (one-way ANOVA, *n* = 5). **(C)** Dgk RNAi partially restored the up-regulated Dgk expression level in *miR-210Δ* mutants (***P < 0.001; one-way ANOVA, *n* = 3). **(D)** miR-210Δ; *GMR-Gal4>Dgk RNAi* mutants showed a similar receptor potential as *GMR-Gal4/+* and *Dgk RNAi/+* controls in the *miR-210Δ* background at 4 d of age (one-way ANOVA, *n* = 6–7). **(E)** *miR-210Δ; GMR-Gal4>Dgk RNAi* mutants showed a similar degree of retinal degradation as *miR-210Δ* control flies at 4 d of age as shown by TEM. **(F)** Overexpression of Dgk in *GMR-Gal4>UAS Dgk* mutant flies was verified by qRT-PCR (***P < 0.001; one-way ANOVA, *n* = 3). **(G)** Overexpression of Dgk did not affect the receptor potential as measured by electroretinography in 25 d old flies (*t* test, *n* = 8).

**Figure S6.**
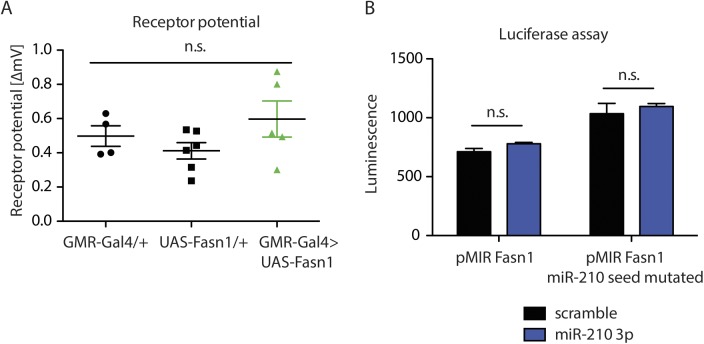
Fasn1 overexpression is not sufficient to induce retinal degeneration. **(A)** Photoreceptor potential of 10-d-old *GMR-Gal4>UAS-Fasn1* mutant flies was not significantly different from control flies (one-way ANOVA, *n* = 4–6). **(B)** Transfection of HEK293T cells with pMIR-REPORT Fasn1 3′-UTR and miR-210 3p or scramble RNA lead to similar Luminescence (*n* = 4).

In summary, we demonstrated that miR-210 is highly specifically expressed in the fly eye and loss-of *miR-210* leads to strong retinal degradation with age, accompanied by changes in the transcriptome already at young age. Our results suggest that miR-210 plays a crucial role in photoreceptor maintenance and that a disrupted lipid homeostasis might cause the *miR-210Δ*–dependent retinal degeneration.

The functional seed sequence “UGCGUGU” of miR-210 is 100% identical between flies, mice, and humans, but interestingly miR-210 is not present in *C. elegans* (Griffiths-Jones et al, 2006), which lacks an eye. 

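In the Dm6 annotation, miR-210-3p reads CTTGTGCGTGTGACAGCGGCTAT, on the plus strand of the X chromosome from 18128270 to 18128292. The seed as printed starts at the fifth base of that annotated sequence. The match ACGCACA searched in target genes pairs with bases 3 to 9 of it, and a match to bases 2 to 8 was tried after the data were seen.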

The high evolutionary conservation might suggest that the function of miR-210 in photoreceptor maintenance could be conserved from flies to mammals. Genome-wide expression studies indicated previously that miR-210 is enriched in the mouse eye (Xu et al, 2007; Hackler et al, 2010; Karali et al, 2016), similarly to the photoreceptor-specific expression of miR-210 that we observed in the fly. The eye-specific expression of miR-210 in mice raises the possibility that its function in the eye is evolutionarily conserved between flies and mice. In mice, other eye-specific miRNAs such as the miR-183/96/182 cluster have been shown to play a crucial role in photoreceptor maintenance (Lumayag et al, 2013; Busskamp et al, 2014), demonstrating that miRNAs indeed are essential for vision in mammals. Furthermore, previous studies have demonstrated that miR-210 is expressed in the mouse retina and is induced in light-adapted compared with dark-adapted mouse retinas (Krol et al, 2010). miR-210 was also up-regulated in a mouse model of oxygen-induced retinopathy (Liu et al, 2016), linking the expression of miR-210 in the eye to oxygen. Although miR-210 expression in the human eye was not detected in a recent deep sequencing study (Karali et al, 2016), miR-210 was identified as an eye-expressed miRNA in another study (Ragusa et al, 2013). Furthermore, miR-210 has been associated with age-related macular degeneration (AMD), a human disease that leads to blindness with age. In a genome-wide association study in humans, a single-nucleotide polymorphism was identified in the miR-210–binding site of Complement Factor B (Ghanbari et al, 2017). This single-nucleotide polymorphism caused reduced miR-210 binding and increased level of its target complement factor B, which is a known player in AMD, thereby possibly contributing to the AMD disease mechanism. Strikingly, hypoxia and angiogenesis are heavily involved in AMD (Blasiak et al, 2014), linking the function of miR-210 in hypoxia and angiogenesis in mammals to the retinal degeneration we observed in *miR-210Δ* mutant flies. In the future, it will be essential to investigate the role of miR-210 in mammalian eye function. *miR-210 KO* mice are available and have been used in studies investigating the immune system (Mok et al, 2013; Wang et al, 2014) and pulmonary hypertension (White et al, 2015). However, the eye function of *miR-210 KO* mice has not yet been investigated.

In summary, we demonstrated for the first time a crucial role for miR-210 in the function and morphology of the fly eye. As miR-210 is also expressed in the retina of mice, it is tempting to speculate that miR-210 might also fulfil a similar role in the mammalian eye.

## Materials and Methods

### Maintenance of flies

Fly stocks were kept at 25°C on a 12-h light and 12-h dark cycle and fed a standard sugar/yeast/agar diet (Bass et al, 2007). The light intensity in the fly chambers was around 1,000 lux. The flies were reared at controlled larval densities, and once-mated female flies were used for all experiments unless otherwise stated. The flies were snap-frozen with liquid nitrogen. Dissections were carried out in PBS and tissues either directly analysed or frozen on dry ice.

Transgenic flies were backcrossed into the outbred white Dahomey (wDah) or red Dahomey (rDah) wild-type strain (Grönke et al, 2010) with the endosymbiont Wolbachia for at least six generations, if necessary. The following transgenic fly lines were used in this study: *GMR-Gal4* (Bloomington), *UAS-miR-210* (Bejarano et al, 2012), *Sima KO/Tm3Sb* (Bloomington #14640), *Dgk RNAi* (Bloomington #41944), *GMR-p35* (Bloomington #5774), Df(1)BSC352 (Bloomington #24376), *Apc RNAi* (VDRC v51468), *Vha55 RNAi* (VDRC v46553), *Fasn1 RNAi *(VDRC v29349) (Dietzl et al, 2007), *UAS-Fasn1* (Garrido et al, 2015), and *UAS-bmm-eGFP* (Grönke et al, 2005).

### Generation of transgenic fly lines

We used the CRISPR/Cas9 system according to previous publications (Port et al, 2014) to generate *miR-210Δ*, *miR-210Δ GFP*, and *miR-210ΔSeed* mutants. To generate *miR-210Δ* and *miR-210Δ GFP* mutants, first, transgenic flies expressing two guideRNAs upstream and downstream of the *miR-210* gene were generated (pCFD4-miR-210). To generate *miR-210Δ* null mutants, *pCFD4-miR-210* flies were crossed with flies expressing Cas9 and progeny screened by PCR. To generate *miR-210Δ GFP* reporter flies, *pCFD4-miR-210* flies were crossed with flies expressing Cas9, and their progeny was injected with the pBS-miR-210Δ GFP donor template. PCR screening allowed the identification of GFP knockin. To generate *miR-210ΔSeed*, transgenic flies expressing one guideRNA targeting the functional seed sequence of *miR-210* was generated (*pCFD3-miR-210*). 

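The guide sequence of pCFD3-miR-210 reads GACTCTTGTGCGTGTGACAG and matches Dm6 once, on the X chromosome from 18128266 to 18128285, followed by CGG. It lies in the hairpin and covers the first bases of the annotated 3p arm. The bold part of the primer, TTGTGCGTGTGACAG, matches a second place on the X chromosome, from 9938957 to 9938971 on the minus strand, where it is followed by TTC and not by a site of the NGG form.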

Next, *pCFD3-miR-210* flies were crossed with flies expressing Cas9 and progeny screened by PCR.

*UAS-Dgk* flies were generated by cloning the Dgk cDNA into the pUAST attb vector. pUAST attb Dgk was inserted into the fly genome by the φC31 and attP/attB integration system (Bischof et al, 2007) using the attP40 landing site. Primers used for cloning are shown in Table S1.

Table S1 Cloning strategy for vectors generated in this study including primers used. Underlined bases highlight the used restriction site. Bases (formatted in bold) highlight siRNA or guideRNA sequences within the primers. Small bases (bases formatted without bold) indicate mutations.

### Lifespan analysis

Once-mated flies were transferred to vials (10-25 flies/vial). Three times a week, the flies were transferred to fresh vials and deaths scored. Standard SYA (sugar-yeas-agar) food was used for the whole experiment.

### Electroretinography

Fly photoreceptor function was assessed by ERG. The flies were immobilized on a wax block lying on their back. A reference electrode was inserted into the thorax and a second electrode into the fly retina. The background light was reduced during the whole experiment and the flies’ eye was stimulated with white light for 2 s. Recordings were done using the Axoclamp 900A amplifier (Molecular Devices) and Digidata 1440A digitizer (Molecular Devices). Notably, for white-eyed mutant wDah, we used wDah as control and for red-eyed mutant rDah, flies were used as control, as the eye colour is known to affect the shape and size of the ERG (Wu & Wong, 1977).

### RNA extraction and cDNA synthesis

Total RNA including miRNAs was isolated with the miRNeasy Mini Kit (QIAGEN) following the animal tissue protocol. RNA concentration was measured by the Qubit BR RNA assay (Thermo Fisher Scientific). cDNA of mRNA was generated using the SuperScript III first-strand synthesis kit (Invitrogen) using random hexamers. 600 ng of total RNA was used for cDNA synthesis. cDNA synthesis of miRNAs was performed using the TaqMan MicroRNA Reverse Transcription Kit (Life Technologies) using specific primers for each small RNA. 300 ng of RNA was used for cDNA synthesis.

### qRT-PCR

For qRT-PCR of mRNA, PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) or TaqMan Universal Real-Time PCR Master Mix (Life Technologies) was used according to the manufacturer's manual. For qRT-PCR of miRNAs, TaqMan Universal Real-Time PCR Master Mix (NoAmpEraseUNG; Life Technologies) and miRNA-specific TaqMan assays were used. qRT-PCR was performed with the 7900HT real-time PCR system (Applied Biosystems) or with the QuantStudio7 real-time PCR system (Thermo Fisher Scientific). Relative expression (fold induction) was calculated using the ΔΔCT method, and Rpl32 (for mRNAs) or snoRNA442 (for miRNAs) used as a normalization control. Primers used for qRT-PCR are summarized in Table S2.

Table S2 qRT-PCR primers used in this study (SYBR Green and TaqMan). Supplemental Data 1. miRNA seq. Supplemental Data 2. miR-210Δ RNA seq.

### RNA sequencing of miRNAs

For miRNA sequencing, we dissected brains, thorax (thorax without the gut), fat body (abdomen without the gut and ovaries), and the gut (midgut without malphigian tubules). Small RNA was enriched from 2 μg total RNA by gel electrophoresis using a Bio-Rad PROTEAN II xi Cell with a 15% polyacrylamide/urea gel in 0.5× TBE buffer. The samples were mixed with loading dye (2×; 89.75% formaldehyde, 10% TBE [5×], 0.05% sodium dodecyl sulfate, and 0.05% bromophenol blue) and run at 300 V for 300 min. Small RNA between 19 and 26 bp was cut out and used for library preparation. Small RNA sequencing libraries were generated using the Small RNA v1.5 Kit (Illumina), following the manufacturer’s protocol. RNA sequencing was performed with an Illumina HighSeq2500, single-end reads and 100-bp read length at the Max Planck Genome Centre Cologne (Germany). miRNA reads were identified using miRDeep (Friedlander et al, 2008) and miRNAs with a minimum read number of 10 were included for further analysis. The tissue-specificity score was calculated as described previously (Landgraf et al, 2007) and miRNAs with a tissue-specificity score >1 were defined as tissue specific. The data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al, 2002) and are accessible through (GEO: GSE118004).

### RNA sequencing of mRNA

Total RNA was extracted by Trizol (Thermo Fisher Scientific) following standard protocols. Poly (A) capture libraries were generated at the Max Planck Genome Centre Cologne (Germany). RNA sequencing was performed with an Illumina HighSeq2500 and 25 million single-end reads/sample and 150-bp read length at the Max Planck Genome Centre Cologne (Germany). Raw sequence reads were quality-trimmed using Trim Galore! (v0.3.7) and aligned using Tophat2 (Kim et al, 2013) (v2.0.14) against the Dm6 reference genome. Multi-mapped reads were filtered using SAMtools (Li et al, 2009). Data visualization and analysis was performed using SeqMonk, custom RStudio scripts, and the following Bioconductor packages: Deseq2 (Love et al, 2014), topGO, ReactomePA, and org.Dm.eg.db. For visualization of functional enrichment analysis results, we further used the CellPlot package. The data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al, 2002) and are accessible through (GEO: GSE118004).

### Immunostainings of *Drosophila* tissues

Heads without the proboscis or manually dissected tissues were dissected in PBS and fixed with 4% paraformaldehyde at 4°C for 2 h. For cryosections, heads were incubated in 30% sucrose at 4°C overnight, mounted in TissueTek, and cut into 10-μm thin sections. Cryosections or manually dissected tissues were washed 6 × 30 min in PBT (PBS with 0.5% Triton X-100) and subsequently blocked in 1 ml blocking buffer (PBT with 5% fetal bovine serum and 0.01% sodium azide) for 60 min. The following dilutions of primary antibodies were used for incubation over night at 4°C: 1:200 anti-chaoptin (24B10; DSHB); 1:1,000 anti-GFP (A10262; Life Technologies). Following washes in PBT, the tissues were incubated with a suitable Alexa Fluor secondary antibody (Molecular Probes) overnight at 4°C. Following washes in PBT, the tissues were incubated in 50% glycerol in PBS for 30 min and subsequently mounted on a microscope slide in VectaShield Antifade Mounting Medium with DAPI (Vectorlabs). Imaging was done using a Leica SP5-X or Leica SP8-X confocal microscope.

### TEM

TEM was done according to (Johnson et al, 2002) with modifications. In brief, fresh fly heads were cut in half and first fixed in 25% glutaraldehyde in dH_2_O (Sigma-Aldrich) for 1 h at RT, then in 1% osmium/2% glutaraldehyde in the dark on ice for 30 min, followed by 1 h fixation in 2% glutaraldehyde in the dark on ice. After washing and dehydration in EtOH, the heads were incubated 2 × 10 min in 100% EtOH, 2 × 10 min in acetone, and in 1:1 acetone:epon (Sigma-Aldrich) overnight at 4°C. Eyes were mounted in epon (Sigma-Aldrich) and polymerized at 65°C for 72 h. Ultrathin sections (70 nm) were contrasted in 1.5% uranylacetate for 15 min, followed by lead nitrate solution (1.3 M sodium citrate, 1 M lead nitrate, and 1 M sodium hydroxide) in a CO_2_-free environment. Images were acquired using JEM 2100Plus TEM (JEOL).

During sample preparation for TEM, after dehydration, several eyes were embedded in araldite, and 2.5-μm semi-thin sections were taken with a Reichert OM U2 microtome, followed by toluidine staining to obtain a better overview of the whole retina.

### Luciferase assays

Human HEK293T cells were used for the luciferase-based miRNA target validation experiments. Transfection of pMIR REPORT including Fasn1 3′-UTR attached to the firefly luciferase ORF, pRL (Renilla luciferase), and miRVana miRNA mimics (dme-miR-210-3p or Negative Control #1; Thermo Fisher Scientific) was achieved by using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer's manual. The Dual-Glo Luciferase Assay System (Promega) was used to quantify firefly and Renilla luciferase.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism. Individual statistical tests are mentioned in the respective figure legends. One-way ANOVA was always followed by Tukey post hoc test. Two-way ANOVA was always followed by Bonferroni post hoc test. Lifespan assays were recorded using Excel, and survival was analysed using log rank test. Significance was determined according to the *P*-value: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Supplementary Material

Reviewer comments

# Supplementary material for: Loss of miR-210 leads to progressive retinal degeneration in Drosophila melanogaster
**Source:** Life Sci Alliance. 2019 Jan 22;2(1):e201800149. doi: 10.26508/lsa.201800149
**Supplement:** Supplementary file 1

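The constructs can be placed on Dm6. The pCFD4 guides flank the mir-210 hairpin on the X chromosome, with CW025 from 18128149 to 18128169 (followed by AGG) at 50 bases from it and CW026 on the minus strand from 18128366 to 18128385 (followed by CGG) at 48 bases. Both lie between annotated genes. The homology arms are those of the donor template, which the methods use for the miR-210Δ GFP line. The upstream arm starts at 18126874, in an exon of lncRNA:CR32553, and ends at 18128218, and the downstream arm runs from 18128319 to 18129911, where it ends in a coding exon of CG43133. The 100-base hairpin lies between the arms. The FASN1 reporter insert lies on 2L from 3067503 to 3068002 in the 3′ UTR of FASN1, and its match to the miR-210 seed is at 3067706 to 3067712, where 5 bases differ in the mutated version.

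**Figure D3:**
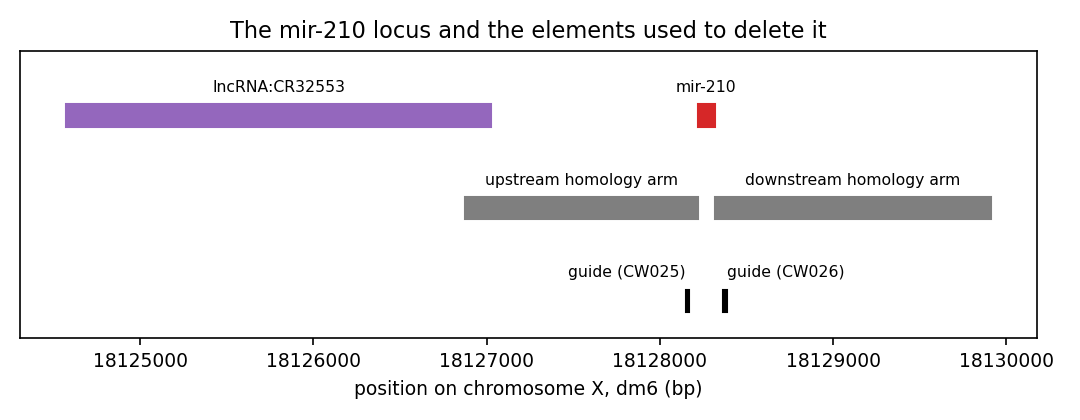
Map of the mir-210 locus on the X chromosome of Dm6, with position in base pairs. The hairpin, the neighbouring lncRNA:CR32553, both homology arms and both pCFD4 guides are drawn to scale.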

**Supplemental Table 1 Cloning strategy for vectors generated in this study including primers used.** Underlined bases highlight the used restriction site. **Fat** bases highlight siRNA or guideRNA sequences within the primers. small bases indicate mutations.

| Construct | Vector backbone | Primer | Primer sequence | Strategy |
| --- | --- | --- | --- | --- |
| pCFD4 miR-210 | pCFD4 | CW025 | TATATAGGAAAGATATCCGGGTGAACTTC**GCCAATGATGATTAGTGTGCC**GTTTTAGAGCTAGAAATAGCAAG | pCFD4 Cloning  Port et al. (2014) |
|  |  | CW026 | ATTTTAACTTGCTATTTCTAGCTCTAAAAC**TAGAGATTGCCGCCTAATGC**GACGTTAAATTGAAAATAGGTC |  |
| pBS miR-210∆ | pBluescript SK+ | CW032 | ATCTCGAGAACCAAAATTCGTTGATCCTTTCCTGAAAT | 1) Amplification of up-stream region by CW032 + 033. Restriction digest by XhoI and EcoRI  2) Amplification of down-stream region by CW034 + 035. Restriction digest by SpeI + EcoRI  3) Mutations in the PAM sites by QuikChange Mutagenesis II Kit (CW036 + 037) |
|  |  | CW033 | ATGAATTCCGGTTCCGGACGTGGTCGGT |  |
|  |  | CW034 | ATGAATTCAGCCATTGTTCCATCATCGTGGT |  |
|  |  | CW035 | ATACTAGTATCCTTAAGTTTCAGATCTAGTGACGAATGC |  |
|  |  | CW036 | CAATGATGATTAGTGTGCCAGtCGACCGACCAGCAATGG |  |
|  |  | CW037 | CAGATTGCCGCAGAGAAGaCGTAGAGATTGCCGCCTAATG |  |
| pBS miR-210∆ GFP | pBS miR-210∆ | CW041 | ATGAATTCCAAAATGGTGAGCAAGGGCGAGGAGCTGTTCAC | 1) Amplification of eGFP with CW041 + 042  2) Restriction digest by EcoRI |
|  |  | CW042 | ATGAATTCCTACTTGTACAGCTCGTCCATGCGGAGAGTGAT |  |
| pCFD3-miR-210 | pCFD3 | CW028 | GTCGACTC**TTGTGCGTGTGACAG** | pCFD3 Cloning  Port et al. (2014) |
|  |  | CW029 | AAAC**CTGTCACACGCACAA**GAGT |  |
| pUAST attb Dgk | pUAST attb | CW382 | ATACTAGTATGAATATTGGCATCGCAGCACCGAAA | Restriction digest by SpeI and HindIII |
| pMIR Fasn1 | pMIR Report | Gene Synthesis | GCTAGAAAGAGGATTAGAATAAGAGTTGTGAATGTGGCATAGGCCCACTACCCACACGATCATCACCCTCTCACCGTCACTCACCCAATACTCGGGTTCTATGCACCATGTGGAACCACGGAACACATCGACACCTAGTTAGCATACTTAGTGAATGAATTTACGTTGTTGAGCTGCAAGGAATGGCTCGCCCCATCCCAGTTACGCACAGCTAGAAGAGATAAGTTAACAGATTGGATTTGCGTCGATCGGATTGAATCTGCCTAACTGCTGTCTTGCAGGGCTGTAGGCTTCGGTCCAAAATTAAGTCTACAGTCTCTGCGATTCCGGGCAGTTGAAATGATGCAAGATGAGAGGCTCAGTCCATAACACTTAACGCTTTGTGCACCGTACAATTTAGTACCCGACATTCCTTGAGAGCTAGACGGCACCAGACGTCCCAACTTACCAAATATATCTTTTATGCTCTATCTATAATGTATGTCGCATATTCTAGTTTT | Restriction digest by SpeI and Hind III |
| pMIR Fasn1 mutated | pMIR Report | Gene Synthesis | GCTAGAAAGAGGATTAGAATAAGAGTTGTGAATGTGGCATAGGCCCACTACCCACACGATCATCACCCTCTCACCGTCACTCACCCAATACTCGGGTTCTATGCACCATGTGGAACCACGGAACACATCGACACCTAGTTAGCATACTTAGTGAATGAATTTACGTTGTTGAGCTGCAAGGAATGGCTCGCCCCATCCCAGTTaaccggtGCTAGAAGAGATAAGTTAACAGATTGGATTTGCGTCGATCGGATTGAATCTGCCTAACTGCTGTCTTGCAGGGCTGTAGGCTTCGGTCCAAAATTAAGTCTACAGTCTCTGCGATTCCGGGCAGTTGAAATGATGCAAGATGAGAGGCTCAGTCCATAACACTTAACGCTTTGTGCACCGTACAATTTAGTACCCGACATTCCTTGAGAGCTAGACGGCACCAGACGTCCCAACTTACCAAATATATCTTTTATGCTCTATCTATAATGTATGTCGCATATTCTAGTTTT | Restriction digest by SpeI and Hind III |

# Supplementary material for: Loss of miR-210 leads to progressive retinal degeneration in Drosophila melanogaster
**Source:** Life Sci Alliance. 2019 Jan 22;2(1):e201800149. doi: 10.26508/lsa.201800149
**Supplement:** Supplementary file 2

**Supplemental Table 2: q-RT-PCR primers used in this study (SYBR Green and TaqMan)**

| **Target gene** | **Forward primer** | **Sequence (for)** | **Reverse primer** | **Sequence (rev)** | **TaqMan Probe** |
| --- | --- | --- | --- | --- | --- |
| Rpl32 | SOL268 | ATATGCTAAGCTGTCGCACAAATGG | SOL269 | GATCCGTAACCGATGTTGGGCA |  |
| Dgk | CW343 | TGCACTCCTTCTTCACCGAC | CW345 | TGCACTCCTTCTTCACCGAC |  |
| miR-210 |  |  |  |  | 005997_mat |
| Scylla |  |  |  |  | Dm01798373_s1 |
| snoR442 |  |  |  |  | 001742 |

How the deposited data were processed for this re-analysis (not part of the article)

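Small RNA was sequenced from brain, thorax, gut and fat body of 10-d-old female wDah flies, with 3 libraries per tissue and 12 in all, and poly(A) RNA from heads of wDah and miR-210Δ flies 1 h after eclosion, with 3 libraries per genotype and 6 in all. Samples were assigned to groups by their labels, which the paper's groups match.

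For the heads, the authors trimmed reads with Trim Galore 0.3.7, aligned them with TopHat2 to Dm6, removed multi-mapped reads with SAMtools and deposited raw counts per gene. The counter, its annotation and its strand setting are not given in the sources used here. For the small RNA, the authors identified miRNA reads with miRDeep and deposited raw counts per mature miRNA, and the submitters' processing notes list the tools of the head libraries without saying how they were used here. The authors' deposited table of the head comparison comes from DESeq2. It gives the mean signal of normalized counts over libraries, the log2 fold change, which its values at low means show to be shrunken, a Wald score, and p-values with and without adjustment by the authors.

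Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Of 15406 genes, 15186 matched the Dm6 annotation by identifier, 187 by symbol and 33 not at all. The 9470 genes kept by edgeR's expression filter were normalized by TMM and compared with the quasi-likelihood test and Benjamini-Hochberg adjustment and a threshold of 0.05. The test of a gene list against other genes used Fisher's exact test and camera with a preset correlation of 0.01 or an estimated one, and fry. The 28 gene lists were written before the data were examined, as were the alternatives and the rule for the genes named, and 3 lists were written after. Members whose symbols matched no gene were left out. The head libraries held 17992976 to 21315973 counts, and the common dispersion of 0.00307 gives a coefficient of variation between replicates of 5.54%. The small RNA libraries held 986198 to 23261153 counts.

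The genes named are those the paper names beside these libraries, the 8 with the largest rise and the 8 with the largest fall among called genes whose groups do not overlap, and up to 4 called members of each list by adjusted p. For miRNAs they are those the paper names, the 5 highest scores of each tissue and of those with their largest share in the thorax, and the most abundant of each tissue. Fatp1, the symbol taken for the fatty acid transporter protein (FATP) that the paper names, matched no symbol. Genes and miRNAs outside the rule were chosen after their values were seen.

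The tissue-specificity score was computed from mean CPM per tissue for the 302 names with at least 10 counts over the 12 libraries, with a threshold of 1. Entries that share a mature name were counted once. Tissues were compared with edgeR in pairs, and a miRNA was called for a tissue when it was higher than in each other tissue. A fold against a group with 0 counts is given as a lower bound against a floor of 3 counts over the group, and a ratio with 1 to 3 counts with a 95% interval that covers counting error only.

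Matches to ACGCACA, the bases replaced in the paper's mutated reporter, were searched in the spliced 3′ UTRs of all annotated transcripts. The plan called them the match to bases 2 to 8, but they pair with bases 3 to 9 of the annotated miR-210-3p. The mean log2 fold change of genes with a match was compared with that of genes without one by 100000 permutations of genes and with 139 other words of the same bases, as was later done for the match to annotated bases 2 to 8. Guides and primers were matched to the Dm6 sequence, with positions counted from 1.

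The head procedure was tested on simulated counts for 9399 genes with 200 changed. It recovered 42% of changes of 0.25 in log2, 78% of 0.5, 90% of 1 and 100% of 2, with 14 false calls among 9199 unchanged genes. The tissue procedure, tested on simulated counts with 60 miRNAs changed in brain and 242 not, of which 294 passed the minimum, called 0% of changes of 1 in log2, 45% of 2 and 100% of 4, and 0 of the unchanged ones. Both counts of false calls are for the simulated comparison only.

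The alternatives were DESeq2, limma-voom and other size factors, other count minimums, a replicate block, each library left out in turn, a fold threshold of 1.5, other ways of averaging and scaling miRNA counts, and other kinds of seed match. Every column of per-sample values was used. Results of target prediction programs and of the quantitative PCR were not analysed here.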

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

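The tests of the ovary miRNAs, of neighbouring genes, of the annotated seed match and of genes without a match, of the share of called genes far from mir-210 and of the interval for the region around it were chosen after the result was seen. All 3 results below are signals in genes, miRNAs or a library that the paper does not discuss.

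lncRNA:CR32553 lies on the X chromosome from 18124575 to 18127027, on the minus strand and 1192 bases from the mir-210 hairpin. It fell with a log2 fold change of -2.75 in miR-210Δ heads (standard error 0.373, adjusted p = 0.000658, edgeR), from 96 counts over the 3 control libraries to 14.

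Among the called genes, 13 had at most 3 counts over the 3 libraries of a genotype. Of these, fd3F, Zmynd10, lncRNA:CR44221, CG14691 and CG9445 are given with the called genes. The others, as counts in controls against mutants, were lncRNA:CR44222 (297 against 1), cGlr1 (87 against 2), lncRNA:CR44384 (52 against 3), Pos (47 against 1), CG13045 (40 against 0), CG17109 (35 against 3), CG33490 (1 against 274) and Or67c (1 against 50). Called genes with a log2 fold change of at least 2 in size numbered 58 and formed 12 pairs within 50 kb, where 10000 shuffles within 10 deciles of the mean count gave a mean of 2.28 and at most 11 (permutation p = 1e-04, the smallest they can give). Shuffles over all tested genes gave at most 12 (permutation p = 2e-04). Of the 12 pairs, 9 moved the same way. The pairs include CG11426 with CG11449, can with Or67c and lncRNA:CR44221 with lncRNA:CR44222, each of which moved the same way. CG9445 and lncRNA:CR44442 formed a pair that moved opposite ways. Stretches of different genetic background between the mutant and wDah stocks may account for such groups of neighbours, and genes that share regulation stay open.

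That explanation was tested with these 58 genes only, so it stays open for the other called genes. A genomic region kept with the CRISPR allele that changes only genes within 2 Mb of mir-210 is argued against as the whole cause. Of the called genes with a known position, 96.4% lay outside that distance, but most tested genes do too, so this share alone decides nothing. On chromosomes other than the X, 789 of 7929 tested genes were called (9.95%), against 34 of 307 inside the window (11.1%). The calls on other chromosomes are what argues against such a region. A larger kept region, or one that acts on genes elsewhere, was not tested by this. Inside that window the odds ratio of being called was 1.05 against the rest of the X chromosome, with an interval of 0.682 to 1.58. Before the data were examined this odds ratio had been set as the test, with a value under 1.5 counting against the explanation, but the interval reaches past that bound, so genes inside the window may still be affected. 

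Loss of direct repression by miR-210 stays open for part of the called genes. The test set before used ACGCACA, the bases replaced in the paper's mutated reporter. Of other words of the same bases, 51.1% had a smaller difference. The mean of genes with ACGCACA was 0.00178 above that of the others (permutation of genes, p = 0.921), which argues against a general rise of genes that carry it. This word pairs with annotated bases 3 to 9, so the annotated bases 2 to 8 were not tested by it. For the match to annotated bases 2 to 8, 95.7% of other words had a smaller difference (96.4% at matched 3′ UTR length), just past the same bound of 95%. This is a hypothesis, since the word was tried second and permutation of genes gave p = 0.248 for it. As the whole cause, repression at the matches searched is argued against, since 75.5% of 359 genes called higher had none of them (79.0% of all genes searched), be it 6 bases of ACGCACA or the annotated match in the 3′ UTR, or ACGCACA in coding sequence.

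In fat body replicate 1, miR-318-3p stood at 5951 CPM, 102-fold over the mean of the other fat body libraries, and miR-994-5p, miR-312-3p, miR-310-3p and miR-311-3p at 63.1-fold, 22.6-fold, 20.7-fold and 17.8-fold. The library was 1.77 times as deep, but CPM already divides by the library total. Setting these excesses, of which the smallest is 17.8, against the depth is therefore not a separate test. RNA from another tissue such as ovary, also in thorax replicate 1, is a candidate explanation, since the ratio of fat body replicate 1 to thorax replicate 1 varied by 2.32 times over these 5 miRNAs. With miR-313-3p of the same cluster (34 and 6 counts, ratio 2.40, 95% counting interval 0.995 to 6.99) it varied by 3.32 times, past the 3 times set as its bound, so the explanation stays open. For miR-989-3p that ratio was 267, which argues against a source of the same make-up in both libraries. This cannot decide on RNA from another tissue in fat body replicate 1 alone. The excess of miR-989-3p was not confined to that library, at 3641, 45.1 and 1027 CPM in fat body replicates 1 to 3. According to the methods the ovaries were removed from the abdomen, and no biological explanation was tested.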

How the results depend on the processing

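The leaving out of fat body replicate 1 with gut replicate 2 and the match to the annotated bases 2 to 8 were chosen after the data were seen. No named gene that was called turned direction, while rdgA, sima and Hsp83, which were not called, changed sign near 0. Of 1216 values for 103 named genes, 1143 kept their side of the threshold, 70 lost it and 3 gained it, and of 660 scores of 30 named miRNAs, 592 moved by less than their spread and 68 by more.

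Under other tests, size factors and filters, 510 to 588 genes were lower and 308 to 383 higher. At a fold of at least 1.5, 160 were lower and 86 higher, with 14 phototransduction and 0 lipogenesis genes, as the threshold removes smaller changes. With each head library left out in turn, 375 to 755 genes were lower and 219 to 523 higher (lowest without mutant replicate 1, highest without control replicate 3), 22 to 28 phototransduction genes were lower and 2 to 7 lipogenesis genes higher. With a replicate block, 542 genes were lower and 313 higher, 24 phototransduction genes were lower and 5 lipogenesis genes higher, and the seed difference was 0.00240. With the replicate block the Apc log2 fold change did not pass (adjusted p = 0.0659, edgeR), nor did those of cbt, msl-2 and NimC1. The replicate block gave 59 miRNAs higher in brain, 33 in gut, 23 in fat body and 11 in thorax. Head libraries with the same replicate number had correlations of -0.0801, 0.0680 and 0.104, and 1 of 3, replicate 3, correlated best with its own number, so the numbers do not show pairing there. In small RNA, thorax and fat body libraries of the same number deviated together (0.656, 0.347 and 0.182 for replicates 1 to 3), a hint of pairing from the data. No other combination of tissues had 3 correlations over 0.1, and the lowest was -0.299. For the seed match, the difference was 0.0197 for 6 bases, -0.000840 for 8, 0.0176 in coding sequence and 0.0246 for the annotated bases 2 to 8. At matched 3′ UTR length it was -0.00417 for the planned match, whose sign thus depends on the setting near 0. Within 1 Mb and 4 Mb of mir-210 the odds ratio was 1.16 and 0.903.

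With no minimum beyond 1 count, 139 miRNAs were tissue-specific (34 in fat body, 7 in thorax). With 1 CPM added they were 58 (32 in brain, 6 in fat body, 0 in thorax). Raw counts gave 9 in gut and 27 in fat body, the median of libraries 24 in fat body and 6 in thorax, TMM 7 and DESeq2 size factors 6 in thorax. Without fat body replicate 1 and gut replicate 2 together there were 8 in fat body and 7 in thorax. Requiring 10 counts in 1 library, as a mean in a tissue or as a mean over all libraries left 0 in thorax each time. With single libraries left out, fat body held 7 to 20 and thorax 1 to 5. By edgeR, thorax held 6 without TMM and 8 without a filter, and fat body 14 without those 2 libraries together. The cause was not tested for any of these.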

Differences from the paper's values

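The number of miRNAs scored was 302, where the paper gives 184 detected. Of the alternatives set before the data were examined, a minimum of 10 counts in at least 1 library (261), a mean of 10 counts in at least 1 tissue (244) and a mean of 10 counts over the 12 libraries (215) gave values within 1.5 times the paper's. The other 19 alternatives did not. Under a mean of 10 counts over the 12 libraries, 74 miRNAs were tissue-specific, of which 43 were in brain, 21 in gut, 10 in fat body and 0 in thorax.

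The paper states that no miRNA reached the threshold in the thorax, and here 3 did, each under 1 CPM. The count was 0 under those same 3 minimums and with 1 CPM added.

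The paper ranks Dgk as the gene with the strongest up-regulation. Here 13 genes had a larger fitted fold, none with over 108 normalized counts in the mutants. In the authors' deposited table Dgk has the largest log2 fold change, 2.83.

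The paper counts Vha55 among the up-regulated genes, and here its adjusted p was 0.138 (edgeR). DESeq2 called it (0.0263), as did the fit without control replicate 3 (0.0306) for the Vha55 log2 fold change, and the other settings reached up to 0.326. The authors' deposited table gives an adjusted p of 0.0251.

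The paper reports predicted seed matches of each arm in the open reading frame of Dgk. The exact search here, which is another kind of search, found at most 1 match to ACGCACA in any transcript. For the seed of miR-210-5p it found at most 9, overlapping matches included.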

Other observations

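The 3 lists of the first paragraph, the spread of the photoreceptor genes, the splits for each direction, list and tissue and the assignments that keep same-numbered libraries apart were chosen after the result was seen.

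Genes of the histamine cycle, which carries the photoreceptor's transmitter, fell in 5 of 8 cases (edgeR). The vesicular transporter lovit had a log2 fold change of -1.59 (standard error 0.0588, adjusted p = 3.57e-08, edgeR), the histidine decarboxylase Hdc -1.08, the receptor HisCl1 -0.61, e -0.39 and t -0.33. The call of e was lost without mutant replicate 2 (adjusted p = 0.0518, edgeR). Of 18 cytoplasmic tRNA synthetases, 7 fell, led by LysRS (-1.20), IleRS (-0.83) and LeuRS (-0.81). Of 18 genes of chordotonal organs and cilia, 4 fell and 1 rose. Cluap1 fell from 822 counts over the 3 control libraries to 36 in miR-210Δ (log2 fold change -4.49), Oseg2 fell (-1.26) and the dynein gene Dhc93AB rose (0.81). These lists were picked from their own leading genes and are not independent evidence.

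For the lower phototransduction genes, a smaller share of photoreceptor tissue in the mutant heads is a candidate explanation for part of the change. The 8 abundant photoreceptor transcripts compared were all lower, with a median log2 fold change of -0.59. Of the 36 phototransduction genes, 24 fell and 12 did not pass, and the kinase gene rdgA was not called (log2 fold change 0.04, adjusted p = 0.688, edgeR). For freshly eclosed mutants, the paper reports that R1-R6 and R7 were present, with a receptor potential like that of wild type. It also reports altered rhabdomeres at 1 h. An equal fall of all 8 as the whole of the change is argued against, since their highest and lowest values, -0.31 and -1.09, lay 11.6 standard errors apart. This cannot decide on a loss of share that differs between photoreceptor types, since the 8 are not all confined to the outer ones. The paper's chaoptin staining (chp) shows R7 as well as R1-R6. A lower level of transcripts per photoreceptor stays open, as do genotype differences in eye development.

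A difference in age or maturation between the newly eclosed flies cannot be told apart from genotype here. Of the tested cuticle genes, 25.0% were called, 5 higher and 8 lower, so that they went both ways.

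Splits of the 6 head libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 956 called genes (580 lower, 376 higher), 24 lower phototransduction and 6 higher lipogenesis genes. The highest of the other splits was 0 for each, and 1 split of 10, the real one, was as large.

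For the tissues, 100 assignments of the 12 libraries to 4 groups of 3 were drawn, the real one included. The total of 89 tissue-specific miRNAs was reached in 1, with 64 as the highest other. A share of 1 in 100 is the smallest this draw can give, which argues against chance but does not exclude it. If the 3 libraries of a tissue are technical samples, it shows only that libraries of 1 source resemble each other. When the largest group of each assignment was counted, 60 or more was reached in 1, 35 or more in 2, 22 or more in 5 and 13 or more in 5, with 37 as the highest other. On this count brain and gut stayed under 5 of 100, which argues against chance with the same limit, and fat body and thorax did not. When only the group that carries the tissue's name was counted, these numbers were 1, 1, 1 and 3, so the outcome for fat body and thorax depends on this choice. Both ways were computed, and the first was kept as the stricter after both had been seen. Since thorax and fat body libraries of the same number deviated together, 100 assignments with same-numbered libraries in different groups, as in the real one, were also drawn. The total of 89 was again reached in 1 (highest other 72), and by the largest group the tissues in the same order in 1, 4, 7 and 12 (highest other 51). By the group of the same name these were 1, 1, 3 and 2, so the choice matters for fat body and thorax here too.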
